# EventPointer: an effective identification of alternative splicing events using junction arrays

**DOI:** 10.1186/s12864-016-2816-x

**Published:** 2016-06-17

**Authors:** Juan P. Romero, Ander Muniategui, Fernando J. De Miguel, Ander Aramburu, Luis Montuenga, Ruben Pio, Angel Rubio

**Keywords:** Alternative splicing, Junction microarrays, Protein domains

## Abstract

**Background:**

Alternative splicing (AS) is a major source of variability in the transcriptome of eukaryotes. There is an increasing interest in its role in different pathologies. Before sequencing technology appeared, AS was measured with specific arrays. However, these arrays did not perform well in the detection of AS events and provided very large false discovery rates (FDR). Recently the Human Transcriptome Array 2.0 (HTA 2.0) has been deployed. It includes junction probes. However, the interpretation software provided by its vendor (TAC 3.0) does not fully exploit its potential (does not study jointly the exons and junctions involved in a splicing event) and can only be applied to case–control studies. New statistical algorithms and software must be developed in order to exploit the HTA 2.0 array for event detection.

**Results:**

We have developed EventPointer, an R package (built under the aroma.affymetrix framework) to search and analyze Alternative Splicing events using HTA 2.0 arrays. This software uses a linear model that broadens its application from plain case–control studies to complex experimental designs. Given the CEL files and the design and contrast matrices, the software retrieves a list of all the detected events indicating: 1) the type of event (exon cassette, alternative 3′, etc.), 2) its fold change and its statistical significance, and 3) the potential protein domains affected by the AS events and the statistical significance of the possible enrichment.

Our tests have shown that EventPointer has an extremely low FDR value (only 1 false positive within the tested top-200 events). This software is publicly available and it has been uploaded to GitHub.

**Conclusions:**

This software empowers the HTA 2.0 arrays for AS event detection as an alternative to RNA-seq: simplifying considerably the required analysis, speeding it up and reducing the required computational power.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2816-x) contains supplementary material, which is available to authorized users.

## Background

Alternative Splicing (AS) has been shown to be a key factor in cellular processes such as development and differentiation as well as in different pathologies, including cancer [1–3]. AS has been studied using Exon arrays and, more recently, using RNA-seq and junction arrays [4].

The first array that made use of junction probes was based on Agilent technology and included approximately 125,000 junction probes, but lacked exon probes [5]. These were included in a later version of the array [6]. In 2010, Oryzon Genomics, in collaboration with our group, introduced an array based on Agilent technology, covering 7,958 genes with a total number of 115,318 exon probes and 105,141 junction probes [7]. This new array made use of a massive number of control probes (as much as 20 % of the array) to ensure the proper normalization of the measurements.

In 2008, Affymetrix presented the Human Junction Array (HJAY). It was their first experimental array with exon and junction probes [8]. This microarray included approximately 6 million probes, comprising ~315,000 exons and ~260,000 junctions. Each exon and junction was interrogated by 8 different probes. The probes of this array were selected using RefSeq, ExonWalk and Ensembl annotations. Two years earlier, ExonHit introduced the Splicearray, also using the Affymetrix technology (although they also provide now a version using Agilent technology). However, the use of Exonhit arrays is not as widespread as the use of standard ones from Agilent or Affymetrix.

In 2011, Affymetrix, together with Stanford University, designed the custom Glue Grant Human Transcriptome Array (GG-H array) [4]. And in 2013, Affymetrix launched the GeneChip® Human Transcriptome Array 2.0 (HTA 2.0), a more up to date catalogue of the HJAY and GG-H arrays. The HTA 2.0 array interrogates a total of 1,048,904 exons or exon clusters with more than 6.3 million probes (approximately 10 probes per exon) and more than 339,000 exon-exon junctions with more than 1.3 million probes (around 4 probes per junction).

In a previous work [9], we developed an algorithm to detect AS cassette events. It was applied to both the HJAY and the Oryzon arrays. HJAY array clearly outperformed the other platform and had a validation rate for top-ranked events of nearly 100 %. The results proved that the Affymetrix platform is a good option to detect AS events. The main problem of this array is that it was unsupported upon their release.

Only the Transcriptome Analysis Console (TAC) 3.0 software offered by Affymetrix and AltAnalyze [10] are the available options to analyze HTA 2.0 and HJAY arrays. FIRMA [11], using CDFs generated by Brainarray [12], can be applied to extract and summarize exon expression but the junction probes would be missing from this analysis pipeline.

The main drawback of the TAC and FIRMA approaches, is that neither of them combines the information provided by the junction probes with the corresponding exon probes in the event under study. For example, in the detection of a cassette event, it is not sufficient to detect the altered expression values of exon probes. In addition to that, the flanking junctions must behave coherently and the skipped junction must have a negative correlation. A similar argument can be made for other AS events. On the other hand, AltAnalyze using the ASPIRE algorithm [13] combines the information of two probesets to get a figure of merit for each event. For example, in a cassette exon, AltAnalyze would provide three figures of merit: one corresponding to the probeset of the exon and the junction that skips it and two more combining the flanking junctions with the junction that skips the exon. Even though, this approach is intrinsically better, it would be still desirable to have a single figure of merit per event. There is an algorithm (MADS+) developed to exploit combined information from exons and junctions [14]. However, its development has been discontinued and it cannot be applied to the HTA 2.0 platform. Furthermore, most of the algorithms developed to detect AS events (including MADS+) are limited to the analysis of case–control studies. Its extension to more complex experimental designs, such as case–control studies with paired samples or time-course studies, is non-trivial.

Here, we present EventPointer, an algorithm to detect AS events using the HTA 2.0 platform. It can be applied to any experiment using appropriately configured design and contrast matrices. EventPointer is based on the limma framework in Bioconductor [15].

## Results

### Implementation

Since EventPointer is described in-depth in the Methods section, here we briefly describe its main characteristics. Using Affymetrix junction arrays (the software accepts either HJAY and HTA 2.0), after mapping the probes against the Ensembl transcriptome (Ensembl v. 74) [16], the splicing graph for each gene is generated and EventPointer identifies and classifies the different AS events that can be detected with these arrays. The different classes are alternative 3′, alternative 5′, alternative first exon, alternative last exon, cassette exon, retained intron, mutually exclusive exons and complex events (none of the above). These steps are specific for the arrays and do not need to be repeated for each experiment. The output of this pipeline is a CDF file that groups the probes into probesets that reflect the splicing events. These different steps are depicted in Figs. 1 and 2.

**Fig. 1:**
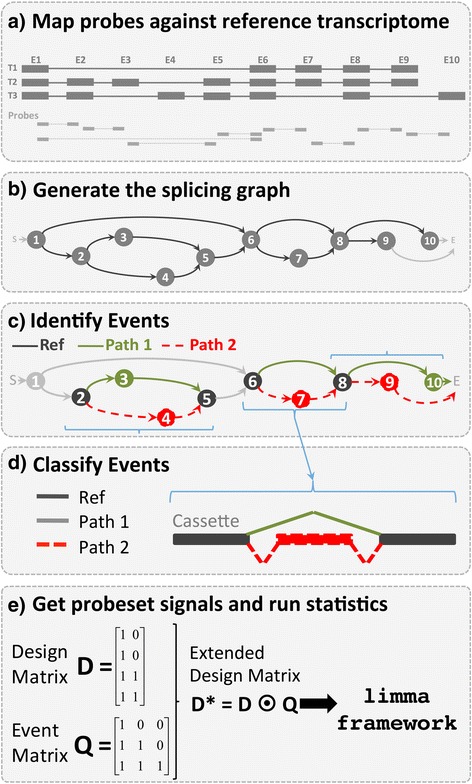
Overview of EventPointer. **a** Using as input a reference transcriptome (Ensembl), the probes of the array are mapped against it, **b** the splicing graph is created. **c** Using the splicing graph, EventPointer detects every possible event by defining common nodes and edges (Reference Path) and two alternative paths (P1 and P2). **d** These events are classified into the canonical splicing categories. **e** Finally, for a specific experiment and using the design matrix of the experiment and an auxiliary event matrix, the statistical significance of each gene is computed using the limma framework. Steps (**a**-**d**) are specific of the array and thus, is only necessary to rerun them if the reference transcriptome is changed. Step E) must be performed for each experiment

**Fig. 2:**
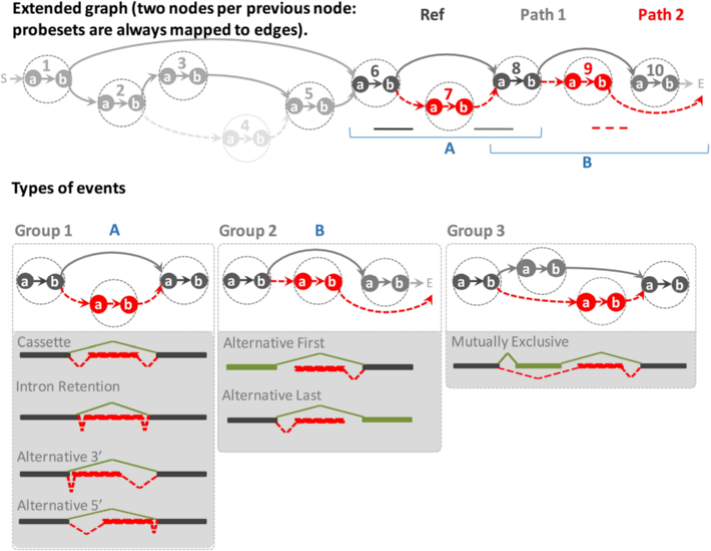
Description of the detection of events from the splicing graph using EventPointer. The SG is extended (every single node is splitted into two to ensure that the probesets are mapped only to edges) and corrected to force. The splicing graph is interrogated to find eventsand detected events are classified into one of the three possible groups (event **a** is a cassette and **b** an alternative last event). Each of these groups are further subdivided into the different event types checking the length of the junctions

For each experiment, the output of the hybridization (i.e. the CEL files returned by the scanner) must be summarized using any standard pipeline (in our case, RMA). Following probeset summarization (according to the previously prepared CDF file), EventPointer uses the provided design and contrast matrices to compute the statistical significance of AS events. By construction, the AS events can always be validated using standard PCR with at most three primers. We describe here the results of applying the EventPointer algorithm to the HTA 2.0 arrays on an experiment with 27 samples.

The R package EventPointer is available for download at Github. It includes the CDF file needed for aroma.affymetrix pre-processing pipeline and the necessary functions to obtain the statistical results.

EventPointer also enables visualization using IGV. EventPointer generates an output file that can be loaded to IGV to display the events (the reference and both paths) as well as the location of the probes for each of the paths. Figure 3 includes a screen capture of an event displayed in IGV.

**Fig. 3:**
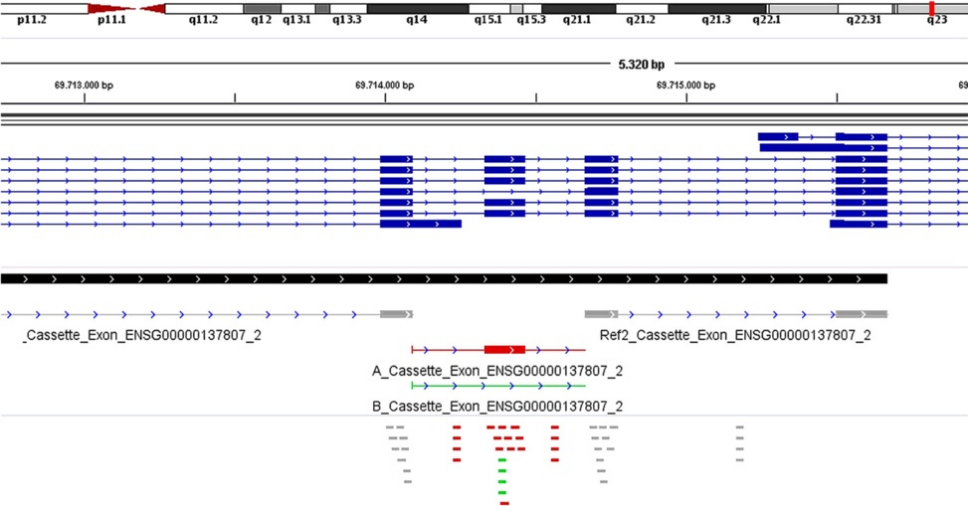
Visualization of EventPointer prediction in IGV. Image generated by EventPointer as displayed in IGV

Within the vignettes that accompany EventPointer we have included some secondary analyses (clustering and functional enrichment analysis of the identified targets) that illustrates the potential of the provided tools.

### Mapping annotations

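The signals deposited for the A549 experiment cover 220662 probe sets of the HTA 2.0 array. They form 73554 events of 16733 Ensembl genes, and each event has a reference path, a path 1 and a path 2. A gene had a median of 3 events, 3282 genes had 1 event and the largest number in 1 gene was 50. Among the genes of the highest ranked events of this experiment, NCOR1, a corepressor of nuclear receptors, had 20 events. KIF23, a kinesin that works in cytokinesis, and ACAD11, a member of the acyl-CoA dehydrogenase family, had 9 events each. FBXO22, an F-box protein of a ubiquitin ligase, had 1 event. These numbers count the events built on the transcriptome before any filter on expression.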

The number of events that can be theoretically detected by EventPointer for the HTA 2.0 and HJAY arrays are 70,886 and 37,069, respectively. Figure 4 shows the number of events using the different canonical categories.

**Fig. 4:**
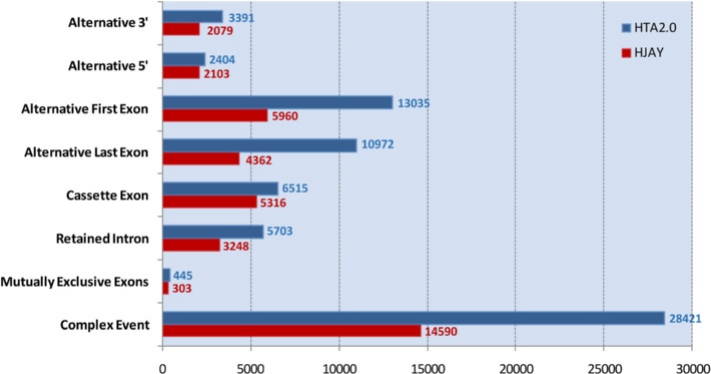
Number of detectable events by EventPointer. Number of AS events detected in each event type for HTA 2.0 and HJAY arrays

As Fig. 4 shows, HTA 2.0 includes more splicing events than HJAY for all event types. The majority of detected event types correspond to complex events (i.e. events that cannot be included in any of the standard categories). As the transcriptome annotation improves, it also becomes more complex. Previously we developed ExonPointer, an algorithm to detect AS cassette exon events [17]. EventPointer extends ExonPointer more than ten-fold, taking the 6515 cassette events in the HTA 2.0 array to more than 70,000 splicing events of any type. In addition to that, EventPointer provides a more rigorous definition of a cassette event and can be run on the HTA 2.0 arrays. We will focus on the results with HTA 2.0 since it interrogates more exons and junctions than HJAY and is a more recent and stable development of Affymetrix.

### Transcriptome data

The performance of the developed algorithms was tested in an experiment where the splicing factor SRSF1 was knocked down using siRNA on the A549 lung adenocarcinoma cell line. This cell line was obtained from the American Type Culture Collection (ATCC). The experiment included three conditions: cells treated only with the vehicle of the transfection (Lipofectamine 2000, Invitrogen), cells treated with scramble siRNA (i.e. a sequence that will not lead to the specific degradation of any cellular mRNA) and cells transfected with a siRNA that targets SRSF1. Each condition had three biological replicates that, in turn, were hybridized three times (9 hybridizations). 

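HTA 2.0 arrays carry probes for exons and for the junctions between them, and all 27 hybridizations were analysed, 9 in each condition. A549 is an established human cell line, and SRSF1 is a splicing factor of the SR protein family. The authors corrected the background, normalized all arrays together by quantiles and summarized the probes of each path with RMA, so each path of an event has 1 log2 signal per hybridization. The median log2 signal of a hybridization lay between 6.23 and 6.33 with Lipofectamine, between 6.24 and 6.27 with scramble siRNA and between 6.25 and 6.30 with SRSF1 siRNA. Hybridizations of the same replicate correlated at a mean of 0.984 with Lipofectamine, 0.985 with scramble siRNA and 0.986 with SRSF1 siRNA. The mean correlations between replicates of the condition were 0.983, 0.983 and 0.986 in the same order. The 3 hybridizations of a replicate repeat the same RNA, so their log2 signals were averaged, which leaves 3 samples per condition. Sample numbers in the labels were taken as biological replicates and replicate numbers as hybridizations, which the sources do not settle. The code in Additional file 2 took each hybridization as an array of its own. All 9 samples were fitted together in limma with the design of the methods, with 1 spread shared by the 3 paths of an event. Each event was tested for changes of path 1 and path 2 in opposite directions. An event was tested if the highest signal of each of its paths passed the 25% quantile of the highest signals of the reference paths. The printed call of the code turns this filter on without giving its quantile. Gene names were taken only for the 10 events that Additional file 2 lists with their IDs, so the level of SRSF1 itself was not analysed here. The number of arrays limits the precision.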

The efficiency of this inhibition has been stated elsewhere [9].

The splicing factor SRSF1 [18] has a pleiotropic effect: it regulates splicing (enhancing or decreasing certain isoforms), regulates nonsense-mediated mRNA decay, has a role on RNA metabolism (translation), RNA protein binding, has a potential oncogenic role in cancer, regulates the mitosis among other processes [9, 19–21]. 

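Expression was taken per gene as the mean log2 signal of the reference paths of its events, which cover both isoforms of an event together. With SRSF1 siRNA, 3581 of the 12545 genes tested were higher and 3391 were lower than with scramble siRNA. The change was over 2-fold in 135 of the higher genes and in 344 of the lower ones. Of the 10 genes that can be named here, KIF23 changed most. It fell by 1.20 on the log2 scale (standard error 0.07, adjusted p = 4.81e-08), from 9.19 ± 0.06 (SD, n = 3) to 7.99 ± 0.15 (SD, n = 3). The splicing factor SRSF3 fell by 0.70 and SUPT16H, a subunit of the FACT histone chaperone, fell by 0.66. HMBOX1, a homeobox protein, FBXO22 and AUP1, a protein of lipid droplets, had log2 changes of -0.75, -0.78 and -0.31. ACAD11 rose by 0.65, the ubiquitin ligase MYCBP2 by 0.53 and AC024560.3 by 0.37. NCOR1 had a log2 change of 0.06 (adjusted p = 0.389) and did not pass the test. The other genes are given by ID. With the mean of all paths as the value of a gene, the changes were over 1.5 times smaller in KIF23 (-0.80), SRSF3 (-0.28), SUPT16H (-0.35), FBXO22 (-0.42), AUP1 (-0.11), ACAD11 (0.42) and AC024560.3 (0.21), and with the median of the reference paths MYCBP2 rose by 0.81. Among genes whose replicates did not overlap, ENSG00000219200 had the largest rise, by 2.35 (standard error 0.13), followed by ENSG00000135318 with 2.25 (standard error 0.15). The second of these had 9.81 ± 0.39 with Lipofectamine, 8.45 ± 0.13 with scramble siRNA and 10.71 ± 0.12 with SRSF1 siRNA (SD, n = 3), so it also fell by 1.36 with scramble siRNA against Lipofectamine. The largest falls were -2.70 (standard error 0.08) in ENSG00000132646 and -2.64 (standard error 0.14) in ENSG00000010292. The replicates of scramble and SRSF1 siRNA did not overlap in 65.3% of the genes tested, where chance gives 10%. The calls are limma's at an adjusted p under 0.05, and the median log2 change of all genes tested was 0.04. With each array centred on its median, 3195 genes were higher and 3535 lower, so which group is larger depends on the scaling.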

We have performed a differential expression analysis of this experiment. We have included the main results in the Additional file 1. The categories of gene ontology enriched are concordant with the aforementioned functions (Additional file 1).

### Determining differential splicing events

An AS event is considered to be differentially spliced if the concentration of the isoforms mapped to either paths of the event (for example, in a cassette event the path that skips and the path that includes the exon) are differentially expressed in opposite directions (i.e. if one of the isoforms is overexpressed, the other must be underexpressed). For this particular experiment, the contrast matrix compares the knock down samples using siRNA with the samples of the cells transfected with scramble siRNA. 

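In cells transfected with SRSF1 siRNA, 2156 of the 25805 events tested (8.35%) passed the test for changes of path 1 and path 2 in opposite directions. The sum of the one-sided p-values can pass with a modest p in 1 path, so a call does not establish a change in each path. Path 1, the path of the largest genomic length, was up in 1173 of these events (54.4%) and path 2 was up in 983. The events lay in 1688 genes, of which 347 had more than 1 event. Of these genes, 153 had events with path 1 up and others with path 2 up, labels that are set within each event. All 10 events with a gene name were among the 2156. They are the first 10 of the paper's ranking of these same arrays, so their calls are no separate evidence. Path 1 was up in MYCBP2, SRSF3, HMBOX1, ACAD11, NCOR1 and AUP1, and path 2 was up in KIF23, AC024560.3, FBXO22 and SUPT16H. Both paths changed over 1.5-fold in 99 events and over 2-fold in 11 events. The reference path, which carries both isoforms, was lower in 963 of the events, higher in 262 and did not pass the test in 931. The calls are limma's at an adjusted p under 0.05, and 1554 events (6.02% of those tested) had an unadjusted p under 0.001. The replicates did not overlap in either path in 62.3% of the events called, against 26.1% of all events tested. Chance gives 10% for a single path and less for both paths together. The calls rest on these same replicates, so the higher share in called events is no separate evidence for the calls. With the larger of the one-sided p-values in place of their sum, which needs a small p in each path, 409 events passed. The filter at the 50% quantile left 747. With a single hybridization of each replicate, 1223, 1061 and 992 events passed. The paper takes an event as differentially spliced if the isoforms of its paths are differentially expressed in opposite directions, and it counts the events of this contrast on that basis.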

In the comparison of these two conditions (with siRNA and with scramble siRNA), out of the theoretical 70886 events, 3718 showed a *p*-value < 10^-3^ (approx. 5 % of the events).

Each of the paths in an event (the word path is used here to refer to any of the two configurations of each event; see Figs. 1 and 2, in a cassette event one path skips the exon and the other one includes it) is annotated with the domains (if any) included in the Ensembl database. In some cases, the domain is disrupted in one of the paths compared with the other. We performed a statistical analysis of the enrichment of the domains that may affected by the AS events. The statistics of this analysis are described in the Methods section. In brief, we performed a Wilcoxon test between the isoforms that contain a domain. The results of this analysis are summarized in Table 1.

**Table 1:**
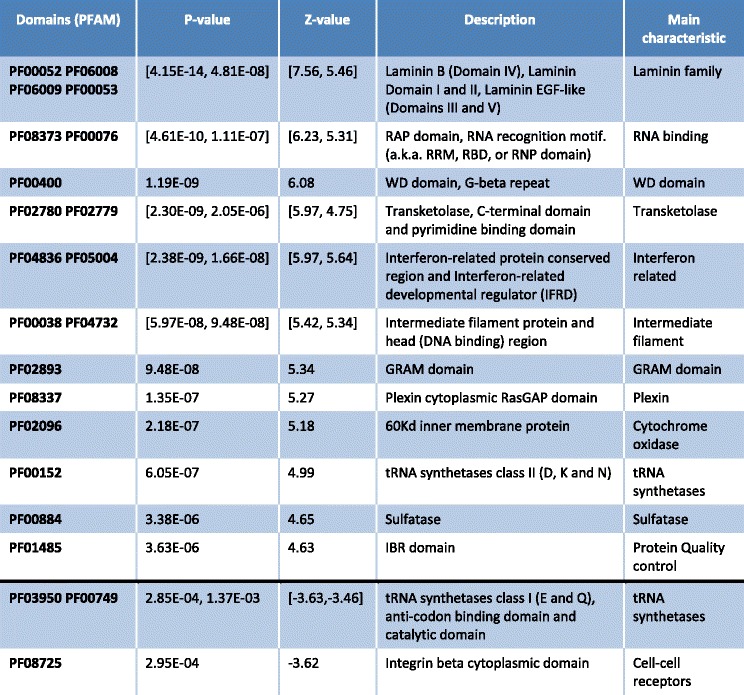
Enrichment of domains in the list of AS events regulated by SRSF1

The domains are sorted by its statistical significance. If several domains share similar properties, are grouped into a single row. The upper part of the table shows overexpressed domains. The second part of the table (divided by a thick line) shows underexpressed domains. The statistical significance was larger for overexpressed than for underexpressed domains

The enrichment analysis illustrates one of the potentials of this analysis. The laminins are proteins of the extracellular matrix. The modification of their domains is known to induce a pro-invasive phenotype [22].

Several of the motifs are related to RNA binding: RNA recognition motif (a.k.a. RRM, RBD, or RNP domain). These results are coherent with the GO enrichment analysis (Additional files 1 and 2) in which several of the enriched categories are related with RNA modification.

To our knowledge, the relation between SRSF1 and the WD40 domain was unknown. The underlying common function of all WD40-repeat proteins is the coordination of multi-protein complex assemblies, where the repeating units serve as a rigid scaffold for protein interactions [23]. In addition to this, the RNA domains are also targets of PRPF8, another splicing factor. IBR, as well as WD40, domains are related to ubiquitin ligase complexes [24].

We have included a few of the domains that were underexpressed after the knock-down of SRSF1. It is important to point out that the statistical significance is much smaller. An intriguing result is that the tRNA synthetases domains are overexpressed and underexpressed depending on their class.

### Validation of EventPointer

We used standard PCR to validate the five top-ranked AS events within each of the eight different types of events (i.e. cassette, mutually-exclusive, complex etc). In total, 40 different events were tested. Each event was validated on two different samples. The events were ranked according to their p-values. In turn, the p-value represents the “differential opposite expression” of each of the isoforms interrogated by an event. The statistical significance of the events (and their ranking) was very different across the different AS types. All the five top-ranked “cassette” and “complex” events were within the overall top-20 ranked events. In contrast, only one out of the five top-ranked “alternative 3′ site” was found within the top-150 ranked events and the top ranked “mutually exclusive exons” was in position 500. These results are summarized in Table 2.

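In the cassette events of AC024560.3 and FBXO22, SRSF1 siRNA moved the signal from the path that includes the exon to the path that skips it. The AC024560.3 event lies on chromosome 3 of GRCh37 from 197348575 to 197350253. Its path 1 was 9.06 ± 0.11 (SD, n = 3) on the log2 scale with scramble siRNA and 7.30 ± 0.04 (SD, n = 3) with SRSF1 siRNA, which is 3.40-fold lower. Its path 2 went from 6.61 ± 0.09 to 8.11 ± 0.13 and was 2.83-fold higher (adjusted p = 4.36e-25 from limma). In FBXO22, on chromosome 15 from 76196323 to 76205608, path 1 fell by 1.43 and path 2 rose by 0.96 (standard error 0.09, adjusted p = 7.17e-19). Among the complex events, path 1 of SRSF3, which belongs to the same protein family as SRSF1, rose by 0.91 and path 2 fell by 0.84 (standard error 0.08, adjusted p = 2.16e-18). This event lies on chromosome 6 from 36566626 to 36568967. Another event of SRSF3, chosen after its values were seen, had path 2 up. Its changes were -0.77 in path 1 and 0.80 in path 2 (standard error 0.09, adjusted p = 5.49e-15). Paths are named by length within each event, so their directions cannot be compared between events. In both events of SRSF3 the path of the higher signal fell. This was path 2 in the first, from 10.22 to 9.37, and path 1 in the other, from 10.80 to 10.03. The 2 paths have different probes, so the higher signal need not mark the more abundant isoform. Ranked by p over all events tested, the cassette events of KIF23, AC024560.3, FBXO22 and NCOR1 came at positions 1, 2, 4 and 17. The complex events of MYCBP2, SRSF3 and ACAD11 came at positions 3, 5 and 15. The type was known only for the 10 named events, so the other cassette and complex events were not analysed by type here.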

**Table 2:** Top-ranked AS events regulated by SRSF1 and the result of their validation

Ranking	HGNC symbol	Type	Validation
1	MYCBP2	Complex Event	OK
2	KIF23	Cassette Exon	OK
3	AC024560.3	Cassette Exon	OK
4	FBXO22	Cassette Exon	OK
5	SRSF3	Complex Event	~
6	SUPT16H	Alternative Last Exon	OK
7	HMBOX1	Alternative First Exon	OK
8	ACAD11	Complex Event	OK
9	NCOR1	Cassette Exon	OK
10	AUP1	Retained Intron	OK
11	IFT27	Alternative Last Exon	OK
12	GALNT10	Alternative Last Exon	~
13	PARD3	Alternative Last Exon	~
14	PRMT2	Complex Event	OK
15	HORMAD1	Cassette Exon	OK
16	ANAPC7	Alternative Last Exon	OK
17	OGT	Complex Event	OK
23	MSL3	Alternative First Exon	OK
26	NT5C	Alternative 5′	OK
29	ALG2	Alternative First Exon	OK
33	MSL3	Alternative First Exon	OK
39	BAIAP2L1	Alternative First Exon	OK
40	HIST1H2AC	Alternative 5′	~
44	DDX52	Retained Intron	~
71	TMEM214	Retained Intron	~
74	GABPB1	Alternative 5′	OK
77	EIF3B	Retained Intron	~
101	LAMP1	Retained Intron	~
113	LMO7	Alternative 3′	OK
149	SCAMP3	Alternative 5′	X
226	UHRF2	Alternative 5′	X
355	COPS3	Alternative 3′	X
464	SLSC9A8	Alternative 3′	~
473	FLNA	Alternative 3′	X
480	C21orf58	Alternative 3′	OK
500	CALU	Mutually Exclusive	X
688	CCT6P1	Mutually Exclusive	~
844	ST20	Mutually Exclusive	OK
1388	ACO2	Mutually Exclusive	X
1956	KIAA0100	Mutually Exclusive	X

The first column shows the ranking of the event in EventPointer according to the p-value. 

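The first 17 events of the ranking over 9 samples lay in 17 genes, with path 1 up in 8 of them and down in 9. The absolute log2 changes of their paths went from 0.73 to 2.22, and the replicates of scramble and SRSF1 siRNA did not overlap in either path of any of the 17. The largest change, in path 2 of KIF23, starts from a signal under the threshold of expression, so its size is uncertain. The alternative last exon of SUPT16H came at position 6 and lies on chromosome 14 of GRCh37 from 21837979 to 21852105. Its path 1 fell from 9.83 ± 0.06 (SD, n = 3) to 8.91 ± 0.04 (SD, n = 3), by 0.91 on the log2 scale, and its path 2 rose by 1.48 (standard error 0.09, adjusted p = 3.21e-18 from limma). The retained intron of AUP1 came at position 28 and lies on chromosome 2 from 74754863 to 74755133. Its path 1 rose from 7.68 ± 0.17 to 8.31 ± 0.12, by 0.62, and its path 2 fell by 0.65 (standard error 0.08, adjusted p = 5.42e-14). In AUP1, 6 of the 8 events tested passed, all with path 1 up, though events of a gene can share paths. Of the first 17 events, 11 were also among the first 17 when each hybridization was taken as an array of its own.

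**Figure D1:**
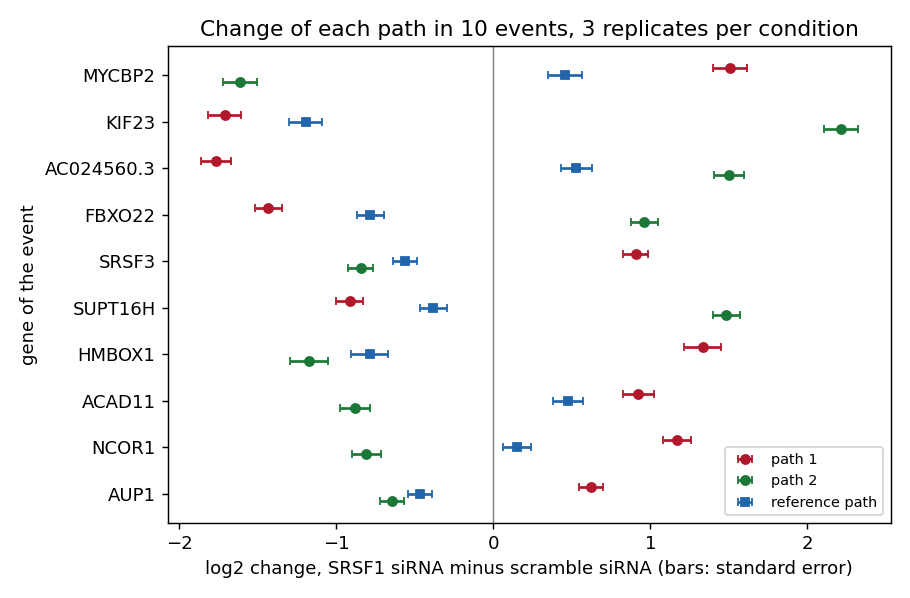
Log2 change of path 1, path 2 and the reference path between SRSF1 siRNA and scramble siRNA in the 10 named events, with the standard errors of the limma fit on 3 replicates per condition. Each error comes from a spread shared by the 3 paths of the event. Path 1 and path 2 lie on opposite sides of 0 in all 10 genes, and the reference path lies below 0 in 6 of them. The 10 events are the first 10 of the paper's ranking of these arrays, which rests on opposite changes.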

The last column states if the validation was positive: a (OK) mark is shown if the validation is significant in PCR, a (~) mark is shown if differences in the PCR can be observed but the statistical significance is above 0.05. A (X) mark is shown if the event was not validated either because there was no differential splicing, no alternative splicing or no expression at all

The 17 top ranked events appeared within the top-5 of any of the categories and were validated. In all of them the validation was positive although, in a few cases, the PCR-band analysis (using ImageJ) did not pass statistical significance. In Fig. 5 we show some of the PCR results. Additional file 3 shows the results for all the events. Primer sequences are also included in the additional material (Additional file 4).

**Fig. 5:**
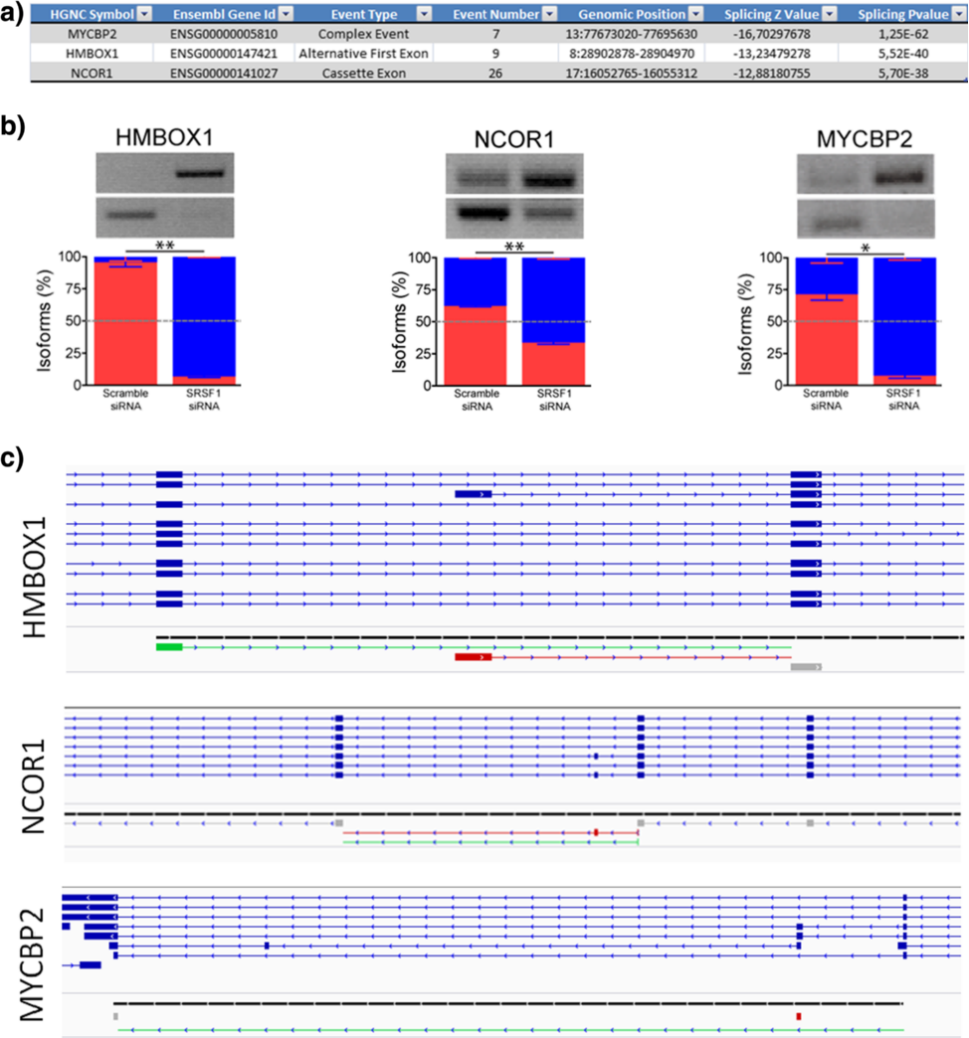
PCR validation of three sample genes predicted by EventPointer. The figure shows the loci in the genome according to Ensembl, the location of the primers, the results of the PCR, and the relative usage of the isoforms determined by a pseudo-quantification of the PCR images

### Comparison with other software

Affymetrix Transcriptome Analysis Console (TAC 3.0) and AltAnalyze are the only available software to detect alternative splicing events using HTA 2.0. The main features from each of them are briefly explained below and the comparison with EventPointer is discussed in the latter paragraphs.

#### TAC 3.0

The software from Affymetrix is publicly available for download and provides the user with different tools to go beyond simple differential gene expression analysis. Some of the options are gene pathway networks, miRNA and target gene interactions and alternative splicing events identification. It works only in Windows operating system.

Given the corresponding cel files, the software automatically runs the analysis based on the options provided by the user.

TAC uses Splicing Index (SI) [25] as a measure to detect alternative splicing events. Briefly, the SI of a probeset compares two ratios:

$$ SI = \frac{\left\{\frac{Probeset\ n\  signal\  Cond.\ 1}{Overall\  signal\  of\  the\  gene\  in\  Cond.\ 1\ }\right\}}{\left\{\frac{Probeset\ n\  signal\  Cond.\ 2}{Overall\  signal\  of\  the\  gene\  in\  Cond.\ 2\ }\right\}} $$

If the SI is close to one, then the behavior of the probeset is coherent with the behavior of the gene. If it is much larger or much smaller than 1, then the probeset signal may indicate the presence of alternative splicing.

TAC applies several filters based on expression levels (adjustable by the user) prior to the calculation of the splicing index for any given PSR (probe selection region, i.e. subexon) or junction. It also classifies (some) of the events according to the standard categories (exon cassette, intro retention, etc.). And, for the ones that are classified, TAC includes a “splicing score” (SS). This value is based on “how well the data fits into pre-defined splicing patterns”. Besides, both “PSRs and their related junctions all contribute to an event score” that is bounded between 0 and 1 (from the TAC manual). No additional information is provided on how this score is computed or how the events are classified and can be considered as an experimental method. Only around half of the events are given a SS. In our case, 23/40 (57 %) of the validated events included the SS.

We sorted all the events found by TAC according to the absolute value of the logarithm of the SI (negative values indicate the lack of the exon in the case samples). See Additional file 5 with a list of top TAC predicted events.

#### AltAnalyze

This is an open-source software developed in the Nathan Salomonis lab at Cincinnati Children’s Hospital Medical Center and the University of Cincinnati. This project began in the laboratory of Bruce Conklin at the Gladstone Institutes.. It can be downloaded from their webpage (http://www.altanalyze.org/) and it can be run in different operating systems such as Windows, Mac OS and Ubuntu. As stated by the developers: “requires no advanced knowledge of bioinformatics programs or scripting”.

The software enables analysis of data produced by both conventional and splicing sensitive microarrays (e.g exon and junction arrays) as well as RNA-Seq data and the pipeline enables a complete analysis that includes identification of alternative splicing events and differential expression as well as different functional annotations of the genomic regions identified as alternatively spliced.

For the detection of alternative splicing events, AltaAnalyze uses two different algorithms to measure splicing events: Splicing Index (as in TAC) and analysis of splicing by isoform reprocity (ASPIRE). See Additional file 5 with a list of top AltAnalyze predicted events. AltAnalyze provides the user the option to set different threholds to filter genes and AS events depending on the expression levels.

The ASPIRE algorithm is used when two probesets (A and B) measure the exclusion and inclusion of an exon respectively. It provides a score similar to a fold change, bounded between -1 and 1, where negative values indicate that the expression in the probeset (A or B) in experimental group is higher than the control group. A single splicing event can have (and usually does) several inclusion indexes per event. Each of them correspond to the pairwise comparisons between the probesets that include and exclude the event respectively.

In order to identify an event as statistically significant, AltAnalyze relies on three different values: ratio of inclusion, ratio of exclusion and δI. The first ratios measure the proportion of the inclusion or exclusion of an exon with the mean expression of the whole gene. Both ratios must be in opposite directions to continue the analysis. The δI value measures the difference between both the inclusion and exclusion ratios. As a default value, any event must have a δI above 0.2. A detailed explanation of the algorithm can be found in the AltAnalyze user manual. EventPointer takes into account all the exons and junctions involved in the alternative splicing event to give its statistical significance. The results for EventPointer are normalized using the probeset in the reference path and using the whole gene for AltAnalyze and TAC. On the other side, TAC (using SI) and AltAnalyze (using ASPIRE) provide up to 3 statistical values for each event (skipping junction vs flanking junction 1, skipping junction vs exon and skipping junctions vs flanking junction 2). Both AltAnalyze and TAC are focused on case–control studies. EventPointer can be applied to any experimental design that can be described with a design and a contrast matrix.

Using the “GRanges” R package [26], we matched the events expressed and detected by the three algorithms (EventPointer, AltAnalyze and TAC). As explained before, an event detected by EventPointer can be matched to more than one element of either TAC or Analyze, as a result we kept the unique events that where matched in order to create the Venn diagram depicted in Fig. 6. This diagram shows the expressed events for all of them. These events do not necessarily show differential usage of the variants.

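With the filter at the 25% quantile, a log2 signal of 5.77, all 3 paths were expressed in 35.1% of the events of the table. These events belong to 10084 genes. In AUP1 all of its 8 events passed, in NCOR1 8 passed and in KIF23 5 passed. ACAD11 kept 4 events, MYCBP2 and SRSF3 kept 3 each, and SUPT16H, HMBOX1 and AC024560.3 kept 2 each. Path 2 was the only path under the threshold in 12590 of the other events and path 1 was the only one in 12006. The reference path was under it in 18389 events, a number fixed in advance because the threshold is the 25% quantile of the reference paths. With the same rule over the 27 single hybridizations, 26624 events passed. The events that AltAnalyze and TAC call expressed were not analysed here.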

**Fig. 6:**
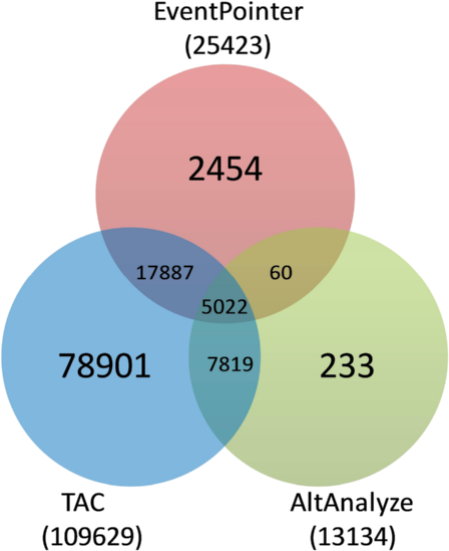
Venn diagram of common events identified by EventPointer, AltAnalyze and TAC The diagram displays the total number of events detected by each algorithm (in parenthesis) and the corresponding values for the intersections

As already mentioned, TAC provides a different SI for each of the probesets that interrogate an event. We summarized these values taking the most significant SI for each event. Table 3 provides the ranking of the top ten events detected by EventPointer in both AltAnalyze and TAC.

**Table 3:** Ranking of the top-ranked events according to EventPointer and their ranking positions in the other algorithms (EP: EventPointer, AA: AltAnalyze)

Gene	Event type	Genomic position	EP	AA	TAC
MYCBP2	Complex Event	13:77673020-77695630	1	12	383
KIF23	Cassette Exon	15:69713986-69714774	2	11	3
AC024560.3	Cassette Exon	3:197348575-197350253	3	9	113
FBXO22	Cassette Exon	15:76196323-76205608	4	55	1392
SRSF3	Complex Event	6:36566626-36568967	5	2095	280
SUPT16H	Alternative Last Exon	14:21837979-21852105	6	NA	1026
HMBOX1	Alternative First Exon	8:28902878-28904970	7	6	98
ACAD11	Complex Event	3:132297677-132298402	8	396	3371
NCOR1	Cassette Exon	17:16052765-16055312	9	365	5757
AUP1	Retained Intron	2:74754863-74755133	10	NA	10501

### Some comparison examples of top-ranked events

The events that can be clustered into three groups: events with high ranking in the three algorithms, events with high ranking in EventPointer and low ranking in AltAnalyze and TAC and, finally, events low ranked to EventPointer and high ranked in the other two algorithms. The compared events, displayed in TAC, are shown in Fig. 7.

**Fig. 7:**
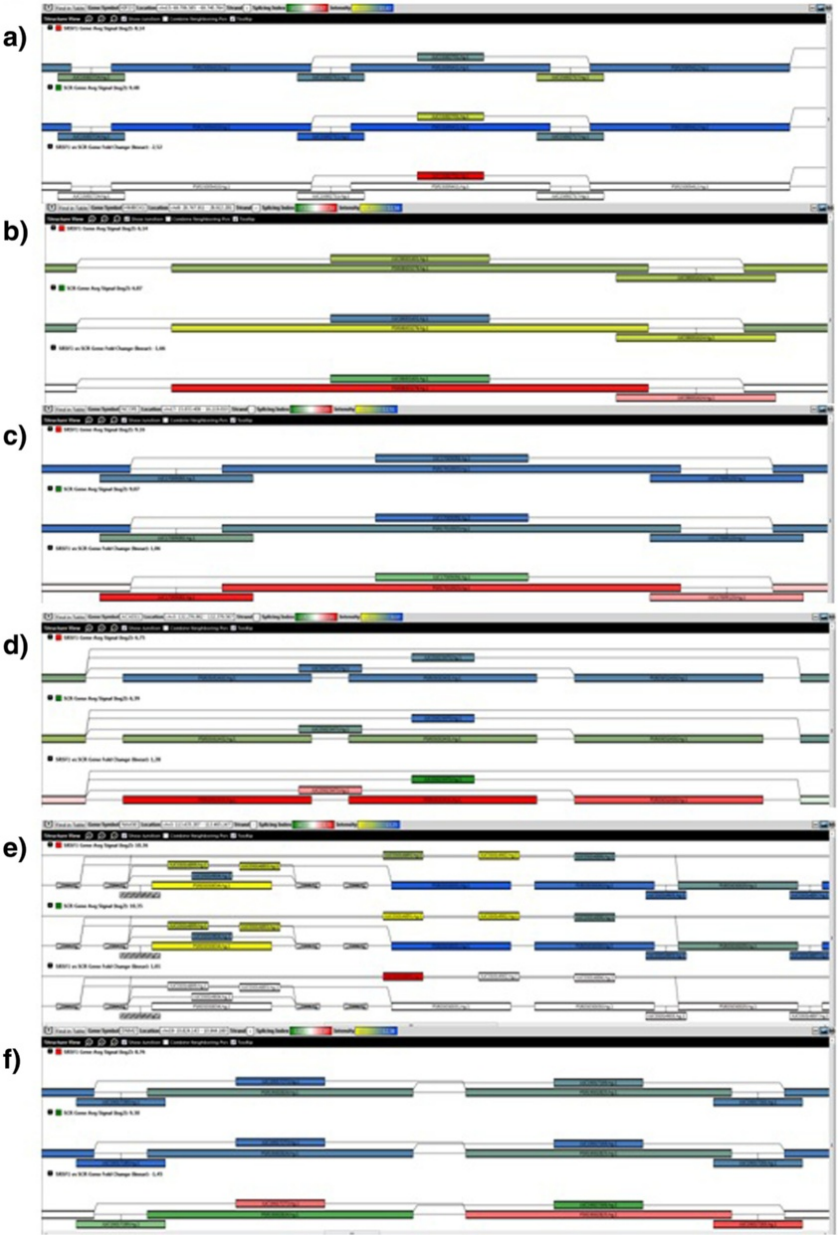
TAC view of six of the compared events. In each of the panels, there are three representations of the splicing graph for each gene. The first one represents the measured expression for each probeset (shown as filled rectangles, yellow: low expression, blue: high expression) in samples treated with SRSF1, the second one represents the expression in the samples treated with scramble siRNA (same color code) and the third one represents the splicing index for each probeset (red: overexpressed, green: underexpressed)

Within the first group, KIF23 was ranked 2nd, 11th and 3rd in EventPointer, AltAnalyze and TAC, respectively. 

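The cassette event of KIF23 lies on chromosome 15 of GRCh37 from 69713986 to 69714774, and with SRSF1 siRNA its signal moved from the path with the exon to the path without it. Path 1 fell from 9.00 ± 0.07 (SD, n = 3) to 7.29 ± 0.10 (SD, n = 3), by 1.71 on the log2 scale. Path 2 rose from 4.53 ± 0.22 to 6.75 ± 0.22, a log2 change of 2.22, and the reference path fell by 1.19 from 8.81 ± 0.08 to 7.62 ± 0.09. The standard error of each change was 0.11, from a spread shared by the 3 paths, and the adjusted p from limma was 1.11e-25. Path 2 varied more than the other paths, so 0.11 may be too small for it. With the spread of each path by itself, the unadjusted p from limma was 1.38e-18, against 4.32e-30 with the shared spread. No replicate of SRSF1 siRNA overlapped a replicate of scramble siRNA in any of the 3 paths. Between scramble siRNA and Lipofectamine the event did not pass the test, with log2 changes of 0.21 in path 1 and 0.25 in path 2 (adjusted p = 1). Of the 5 events of KIF23 that were tested, only this 1 passed. Path 2 lay under the threshold of expression with scramble siRNA, so the size of its rise rests on weak signals, and the event is not tested with the filter at the 50% quantile.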

The corresponding statistical values in each algorithm are: 1.00e-58 (EventPointer pvalue), 0.5523 (ASPIRE δI) and 16.67 (TAC SI). The three methods identify this event as high-ranked. Figure 7a shows the TAC window at the particular region for this event.

HMBOX1 is also an event identified as high-ranked by the three algorithms. 

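With SRSF1 siRNA, HMBOX1, whose protein binds telomeric DNA, moved to its path 1 at an alternative first exon on chromosome 8 of GRCh37 from 28902878 to 28904970. Path 1 rose from 4.61 ± 0.17 (SD, n = 3) to 5.94 ± 0.12 (SD, n = 3), by 1.34 on the log2 scale. Path 2 fell from 6.79 ± 0.20 to 5.61 ± 0.16, by 1.17, and the reference path fell by 0.79. Each change had a standard error of 0.12, and the event had an adjusted p of 4.23e-17 from limma at position 11 of the ranking. Against Lipofectamine, path 1 rose by 1.33 and path 2 fell by 1.29 (adjusted p = 2.38e-18). Only 1 of the 2 tested events of the gene passed. Path 1 was under the threshold of expression in both controls, which leaves the size of its rise uncertain. With the filter at the 50% quantile this event of HMBOX1 is not tested.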

The corresponding rankings are 7th, 6th and 98th in EventPointer, AltAnalyze and TAC, respectively. Even though the ranking in TAC is not as low as in the other two methods, the PCR validation confirms the alternative splicing event. Figure 7b shows the TAC window for this event.

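In NCOR1, the path that includes the exon of a cassette event was higher with SRSF1 siRNA and the path that skips it was lower. The event lies on chromosome 17 of GRCh37 from 16052765 to 16055312. Path 1 rose from 8.20 ± 0.16 (SD, n = 3) to 9.37 ± 0.07 (SD, n = 3), by 1.17 on the log2 scale, and path 2 fell from 9.95 ± 0.11 to 9.14 ± 0.13, by 0.81. The reference path changed by 0.15, from 9.10 ± 0.05 to 9.25 ± 0.06. The standard error was 0.09 for each path and the adjusted p from limma was 1.65e-15. Another event of NCOR1, chosen after its values were seen, also had path 1 up, with changes of 0.71 in path 1 and -0.27 in path 2 (standard error 0.08, adjusted p = 2.96e-05). Against Lipofectamine the changes of this other event were smaller in path 1, at 0.29, and -0.43 in path 2. In the first event they were 0.85 in path 1 and -0.96 in path 2. Of the 8 events of NCOR1 that were tested, 2 passed. The replicates of scramble and SRSF1 siRNA did not overlap in either path of these 2 events.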

In the second group, NCOR1 was ranked 9th in EventPointer while AltAnalyze and TAC rank the event in positions 365 and 5757, respectively. This event shows either the highest SI or δI value when compared to the other events found for the same gene. The event was validated by PCR and shows a significant pvalue (5.69e–38) in EventPointer. Figure 7c shows the event in TAC.

ACAD11 is ranked as the 8th event in EventPointer while AltAnalyze and TAC rank the event in positions 396 and 3371, respectively. It shows a similar behavior as NCOR1. 

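In ACAD11, path 1 of a complex event on chromosome 3 of GRCh37, from 132297677 to 132298402, was higher with SRSF1 siRNA and path 2 was lower. Path 1 rose from 6.08 ± 0.13 (SD, n = 3) to 7.00 ± 0.07 (SD, n = 3), by 0.92 on the log2 scale. Path 2 fell from 7.15 ± 0.17 to 6.27 ± 0.09, by 0.88, while the reference path rose by 0.48. The standard error of these changes was 0.10, with an adjusted p of 1.05e-15 from limma. Against Lipofectamine the changes were 0.97 in path 1 and -0.75 in path 2 (adjusted p = 1.66e-13). ACAD11 had 4 tested events, of which this was the only 1 to pass, and it is not tested with the filter at the 50% quantile.

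**Figure D2:**
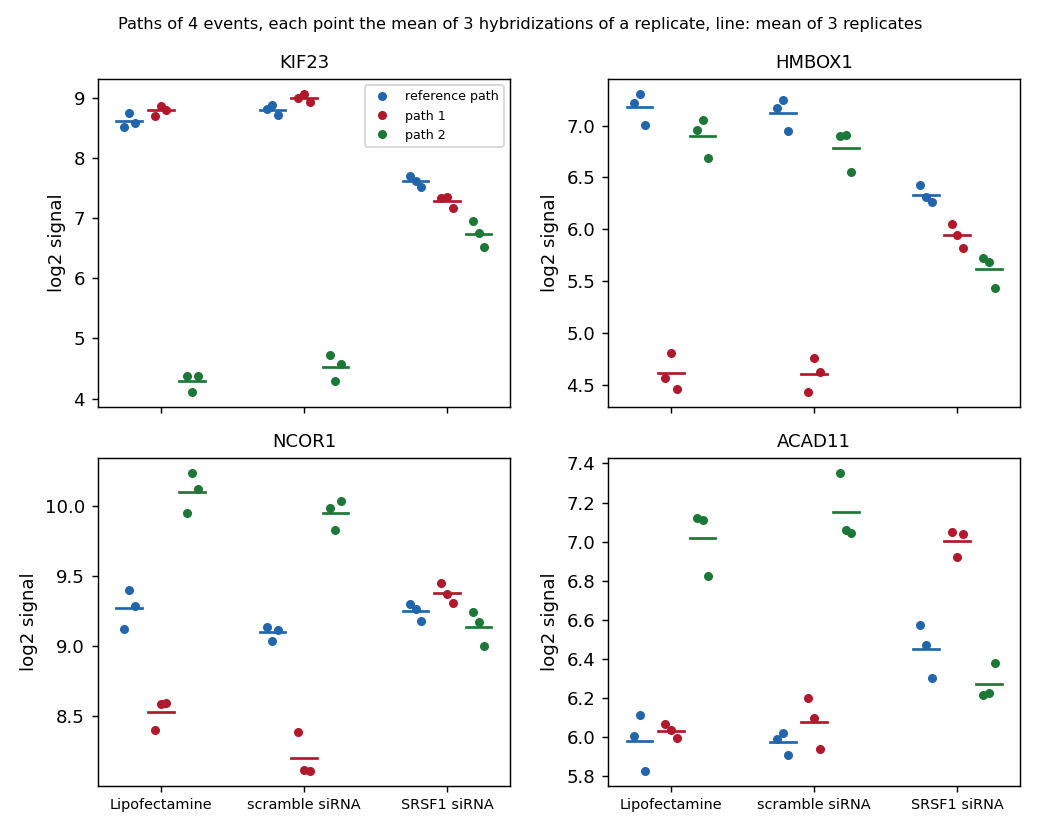
Log2 signal of the reference path, path 1 and path 2 of the events of KIF23, HMBOX1, NCOR1 and ACAD11 in each condition, where a point is the mean of the 3 hybridizations of a replicate and a line is the mean of the 3 replicates. In all 4 events path 1 and path 2 move in opposite directions with SRSF1 siRNA, as in ACAD11, where path 1 goes from 6.08 to 7.00 and path 2 from 7.15 to 6.27, and each axis has its own range.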

Figure 7d displays TAC window for this event.

NAA50 was ranked 10926th,6th and 148th in EventPointer, TAC and AltAnalyze, respectively. The reason is that this event is backed up by only one junction probeset. Since EventPointer finds no coherence with the other paths of the event, the ranking is low (Fig. 7e). This event was validated using PCR. The PCR results are included in the supplementary material (Additional file 6). For this event, the ranking of the event using TAC 3.0 and EventPointer are very different. The reason is the difference on the underlying statistical tests: EventPointer imposes that both isoforms (i.e. both bands in the PCR) must change in opposite directions. In this case, the weak isoform changes its expression (from not being expressed at all to being weakly expressed). However, the most expressed isoform does not change its expression at all and therefore, its statistical significance is low using the EventPointer test. The reason to implement this restriction is that this type of changes (one isoform strongly expressed and a weak change in the other) has a debatable biological implication. Nevertheless, the EventPointer test can also be changed to detect this type of events. If this is done, for this particular case the p.value is smaller than 1e–16 and therefore strongly significant.

DNM2 (2595th, 26935th and 1781th in EventPointer, TAC and AltAnalyze, respectively) is a mutually exclusive exon event. Even though the ranking is not good in EventPointer, it was validated by PCR (see Additional file 7). TAC shows that, although the change in expression between both isoforms is not large, each of the paths has different signs in the corresponding SI (Fig. 7d).

## Discussion

We have presented a complete pipeline to detect AS events using HJAY and HTA 2.0 arrays. The main advantages of this method over the Splicing Index or ASPIRE are that: 1) it can be applied to any experimental design (by providing the corresponding design and contrast matrices) and not only to case–control studies, 2) it exploits the redundancy of all the junction probes involved in an alternative splicing event and 3) it labels all the events according to the different categories. All the suggested events can be validated using standard PCR by construction.

EventPointer is *event*-*focused* instead of *transcript*-*focused* [27, 28]. It estimates the statistical significance of AS events without estimating the concentration of the underlying transcripts. For each event, EventPointer identifies the type of event (cassette, alternative start site, alternative donor, etc.) and provides its statistical significance according to the design and contrast matrices given by the user. EventPointer also generates a graphical output using IGV [29] to make the identification and validation of the events easier.

There are, however, some events that cannot be identified with EventPointer. For example, a couple of isoforms with different transcription start sites in which one of them is included in the other. These types of events are also very difficult to detect using RNAseq or PCR since there is no a specific sequence in the second isoform to design a primer.

In this work, we consider that there is a differential splicing event if the isoforms in the associated paths change their expression in opposite directions. Although this statistical test can miss some AS events, the selected events have a clear change on their expression. These changes, usually, have more biological relevance than other subtler cases in which only one isoform – usually weakly expressed- changes its expression across the conditions.

Once the Affymetrix CEL files are analyzed (i.e. background corrected, normalized, and summarized using the standard procedures), the statistical analysis to detect the AS events is very fast by using the limma package. Using a standard Intel i5 processor, the analysis requires about 10 s. The hardware requirements are modest (a low-end desktop computer with 4GB of RAM is sufficient). The whole enrichment analysis takes only fractions of a second. This is an advantage compared to the requirements on storage, computational power and memory of RNA-seq analysis. In addition to that, the proposed methodology is very reliable: only one false positive was found within the top-200 tested events.

The validation rate is quite high. Our thought is that the reasons for this are on the one hand EventPointer gets a single statistics that combines the information within all the probesets interrogating the event and, on the other hand, uses a proper reference region for each event: most of the methods select a number of probesets (all of them, only the one of constitutive exons, core or quasi-constitutive exons, etc.) that are used for all the events in the gene. However, in our case, this reference is different for each event.

One of the key parts of the analysis of alternative splicing is to provide a biological interpretation of the splicing events, i.e. what is the difference between the isoforms expressed in a condition specific manner.. EventPointer provides the protein family domains that are affected on each of the splicing events. It also performs an enrichment analysis (event-based) to identify which are the domains that are significantly over or underused in the condition under study. Even though in its present form, EventPointer only provides information on the PFAM domains we are actively developing it and we have some alpha versions of the software that provide annotation for other domain databases such us Pirsf, Superfamily, Smart, Prosite, or Interpro. In addition to protein domains, there are other interesting biological data that could be inferred. For example in [30], Ray et al. identify the binding motifs of several hundreds of RNA binding proteins and the potential binding sites in the human genome. Using this information is possible to predict which are the splicing factors that are driving the differential usage of isoforms. Another potential improvement would be to identify miRNA binding sites and check if the splicing pattern causes skipping these binding sites and therefore, the corresponding miRNAs may be no longer regulating the expressed isoforms. This functionality is already offered by AltAnalyze and we expect to include it in the near future. Finally, in its present form, EventPointer works for the HJAY and the HTA2 arrays. We are actively developing the annotation to apply EventPointer to Mouse and Rat junction arrays (MTA-1 and RTA-1).

EventPointer could be extended to RNA-seq by building up the corresponding splicing graph and, in fact, we are currently working on this extension. AltAnalyze can also be applied to RNAseq and has been used for example in [31]. In order to apply EventPointer to RNAseq data, the splicing graph must be constructed based on the sequencing reads and/or the annotation (for microarrays we only use the annotation since the sequences of the probes are fixed). The statistics to perform the analysis must also be changed: instead of using a linear model on the log of the data signal, other methods such as voom [32], or edgeR [33] should be used to take into account the discrete nature of the reads.

There is one potential advantage of EventPointer when extending it to RNAseq experiments. In microarrays, the affinities of the probes are difficult to predict and, usually, they are considered to be unknown. Any algorithm (including EventPointer) get results by implicitly estimating the affinities given the data. The role of affinities in RNAseq is played by the length of the regions that originated the reads (the length of the exon where they came from, for example). EventPointer can be adapted to use the length of these regions to perform the statistics or leave them as unknown and guess them (as it happens with the arrays). This second approach does not require the general assumption of considering uniform coverage of the reads (that is known not to be true).

## Conclusions

We have developed EventPointer software to detect AS events using Affymetrix arrays. It has a high validation rate and shows its effectiveness to detect AS events using Affymetrix splicing-sensitive arrays. In addition to that, its connection with IGV makes it very convenient to validate the results using PCR.

This technique can be used on its own, but also to cross-validate RNA-seq experiments. In addition to that, it provides a statistical analysis of the usage of protein domains and provides a single statistic per event that, to our knowledge, is a novel development for analysis at the transcript/event level.

## Methods

### Sample preparation and PCR validation

Downregulation of SRSF1, expression analyses and microarray hybridization were done as previously described [9]. Samples from two independent experiments were used for validation of splicing events by endpoint PCR. Briefly, RNA was retro-transcribed using PrimeScript RT reagent Kit (Takara). PCR was performed using PCR Master Mix (Promega) using the following program: 94 °C 2 min; 30 cycles at 94 °C 30 s, 57 °C 30 s, 72 °C 30 s; and 72 °C 10 min. Primers used are shown in Additional file 4. The PCR products were loaded in 2 % agarose gels and separated for 40–60 min at 100–120 V. Pictures were taken in a UV transilluminator and the densitometry of the bands was analyzed using Fiji software [34].

### Selection of the events

#### Mapping

The probes included in HTA 2.0 array from Affymetrix are mapped against the human transcriptome (Ensembl 74) using Bowtie 2.0. Multimapping probes, those that map against more than 3 genes, are removed since they are considered to be non-informative. This mapping is used to build the CDF file, i.e. to group the probes according to sets of probes and according to the events (for further information see Additional file 8).

#### Construction of the splicing graph

The Splicing Graph (SG) [35] is a directed graph used to represent the structure of a gene (see Fig. 5a and b). Here, nodes are denoted as subexons (contiguous region of the genome that belong to the same set of transcripts) and in the SG two nodes are connected by an edge if both subexons are contiguous in at least one isoform. Two additional nodes, start and end nodes, are added to the graph and nodes in 5′ (3′) locus of any isoform are connected to them.

The nodes of the SG are duplicated (a and b nodes are used to represent each node) so that both exon and junction probes are represented exclusively by edges in the graph (Fig. 1c). Junction probes connect ‘b’ nodes with ‘a’ nodes and probes mapped against exons connect ‘a’ nodes with ‘b’ nodes.

#### Pruning and recovering of the splice graph

The SGs (one per gene) are very complex and include many edges not supported by any probe on the array. The SG has been pruned to retain only edges with probes mapped to them. In some cases there are edges with no probes mapped to them to ensure the coherence of the graph, i.e. (see Fig. 2 upper panel) any node of the SG is connected with the start and end nodes. For example, although there is no probe mapping against junction E7–E8, the edge from E7 to E8 is not removed to ensure that E7 is connected with the end node. In the contrary, there is no probe mapping against junctions E3–E4 and E4–E5 nor exon E4, and thus they can be removed without affecting the coherence of the SG. For further analysis see Additional file 1.

#### Finding the splicing events

In this work, a Splicing Event is described as a triplet {PR, P1, P2} of subgraphs. These subgraphs are composed of sets of edges and nodes that share the following characteristics: 1) the flow traversing any of the edges of each triplet is identical, and 2) the flow traversing any edge in PR is the sum of the flows traversing P1 and P2. P1 is assigned to be the set of edges with the largest genomic length in the transcriptome and P2 to the shortest one (i.e. in a cassette event, P1 is the path that includes the skipping exon). The detection of the events can be automated using graph theory. The values of the fluxes of all the edges are calculated ensuring that two flows will not be equal by random. Then, the edges with common flow values are grouped in sets. And finally, triplets of sets with one of its flows summing up the other two are grouped together (subgraphs 1 and 2). These last correspond to events. For further information, see Additional file 1.

#### Labeling the type of splicing event

The splicing events can be classified into 7 major categories: cassette exons, alternative 3′donor site, alternative 5′donor site, intron retention, alternative last exon, alternative first exon and mutually exclusive exons. Any event not classified into these is considered to be a complex event. The labelling of an event is carried out according to the structure of the subgraph of the event {PR, P1 and P2} (see Fig. 2 lower panel).

#### Summarizing the events

Each of the events is composed of a triplet of probesets: the probes mapped to path 1, path 2 and the reference. For a specific event, there are isoforms that are not mapped to any of the paths in the event. However, if an isoform hits the event then, by construction, the isoform can be mapped to PR and *only to either* P1 or P2.

Within the analysis, we consider that the signal of a probe on an Affymetrix array is the product of the affinity of the probe and the sum of the concentrations of the isoforms interrogated by the probe. Therefore, if *y*_*ij*_ is the logarithm of signal of the probe i in condition *j* then,

1 $$ {y}_{ij}= \log \left(Aff{y}_i{\tau}_j\right)+{\varepsilon}_{ij}= \log \left(Aff{y}_1\right)+ \log \left({\tau}_j\right)+{\varepsilon}_{ij} $$

where *Affy*_*i*_ is the affinity of the probe, *τ*_*j*_ is the sum of the concentrations of the transcripts interrogated by probe *i*, and *ε*_*ij*_ is an error term.

In EventPointer (as in most other methods that use Affymetrix technology), the values of the probe signals within a probeset are summarized to a single value using the median polish algorithm [36]. We have assumed that the model for a single probe is also valid for the summarized value of the probeset (i.e. the signal in the probeset is proportional to the concentration of the isoforms interrogated by the probeset).

Let us consider a differential splicing event that consists of two alternative stop sites (i.e. transcript end), interrogated by 6 probes. Probes 1 and 2 belong to PR, Probes 3 and 4 to P1, and probes 5 and 6 to P2 (see Fig. 8a). Let us assume that this event is measured in two different conditions, normal (N) and tumor (T). There will be 12 different measurements that, after summarization, are converted to the 6 values *y*_*RN*_, *y*_1*N*_, *y*_2*N*_, *y*_*RT*_, *y*_1*T*_, *y*_2*T*_ that correspond to the summarized signals of PR, P1 and P2 in the normal and tumor samples, respectively (see Fig. 8a). For this example, the signal *y*_*RN*_ -dropping the error terms- (i.e. the probeset in the reference path in the normal sample that comprises probes 1 and 2) is

**Fig. 8:**
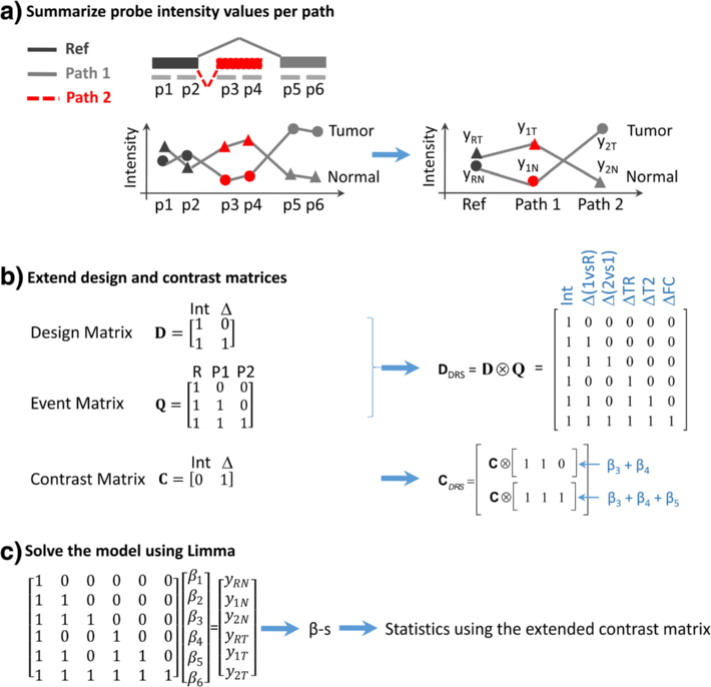
Steps of the statistical Analysis: a toy example, **a** The intensity values are summarized per path and sample, **b** the Design and Contrast matrices defined by the user are extended and (**c**) the linear model is solved to obtain the values of the coefficients and the statistical significance is determined using Limma package

2 $$ {y}_{RN}= \log \left(Aff{y}_R\left({t}_{1N}+{t}_{1N}\right)\right)= \log \left(Aff{y}_R\right)+ \log \left({t}_{1N}+{t}_{2N}\right) $$

The signal of *y*_2*T*_ (probeset P2 –probes 5 and 6- in the tumor sample), we have,

3 $$ {y}_{2T}= \log \left(Aff{y}_2\right)+ \log \left({t}_{2T}\right) $$

Since the probeset resides in path 2, it only measures the second isoform.

#### Construction of the design matrix for alternative splicing detection

A convenient formalism to describe an experiment is using the contrast and design matrices. This section describes how to build these matrices to detect differential splicing events.

Let **Q** be the following 3x3 auxiliary matrix:

4 $$ \mathbf{Q}=\left[\begin{array}{ccc}\hfill 1\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 1\hfill \end{array}\right] $$

Its usefulness will be shown later. Let **D** be the design matrix of the experiment. The proposed design matrix **D**_DRS_ to detect splicing events is:

5 $$ {\mathbf{D}}_{\mathrm{DRS}}=\left[\boldsymbol{D}\otimes \boldsymbol{Q}\right], $$

where ⊗ is the matrix Kronecker product. We have included a simple example to illustrate the concepts. The corresponding design (**D**) and extended design matrices (***D*** ⊗ ***Q***) for the aforementioned example are shown in Fig. 6b. The design matrix includes an intercept term for all the samples and an increment for the tumor sample. If this experiment only studied gene expression, the contrast matrix would simply test if the increment of expression in the tumor samples is different from zero. The Kronecker product is equivalent to replacing each of the entries of matrix **D**, by matrix **Q** multiplied by the corresponding entry in **D**. Given this, the proposed linear model is:

6 $$ \left[\begin{array}{cc}\hfill \begin{array}{ccc}\hfill 1\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 1\hfill \end{array}\hfill & \hfill \begin{array}{ccc}\hfill 0\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 0\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 0\hfill & \hfill 0\hfill & \hfill 0\hfill \end{array}\hfill \\ {}\hfill \begin{array}{ccc}\hfill 1\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 1\hfill \end{array}\hfill & \hfill \begin{array}{ccc}\hfill 1\hfill & \hfill 0\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 0\hfill \\ {}\hfill 1\hfill & \hfill 1\hfill & \hfill 1\hfill \end{array}\hfill \end{array}\right]\left[\begin{array}{c}\hfill \begin{array}{c}\hfill {\beta}_0\hfill \\ {}\hfill {\beta}_1\hfill \\ {}\hfill {\beta}_2\hfill \end{array}\hfill \\ {}\hfill \begin{array}{c}\hfill {\beta}_3\hfill \\ {}\hfill {\beta}_4\hfill \\ {}\hfill {\beta}_5\hfill \end{array}\hfill \end{array}\right]=\left[\begin{array}{c}\hfill \begin{array}{c}\hfill {y}_{RN}\hfill \\ {}\hfill {y}_{1N}\hfill \\ {}\hfill {y}_{2N}\hfill \end{array}\hfill \\ {}\hfill \begin{array}{c}\hfill {y}_{RT}\hfill \\ {}\hfill {y}_{1T}\hfill \\ {}\hfill {y}_{2T}\hfill \end{array}\hfill \end{array}\right] $$

Using some algebra, it is possible to get the value of the coefficients (Table 4).

**Table 4:** Values of the factors for the lineal model and their interpretation

Value of Beta	Interpretation
**β**_0_ = **log**(**Aff**_**R**_) + **log**(**t**_1**N**_ + **t**_2**N**_)	No special interest
$$ {\boldsymbol{\upbeta}}_1=\mathbf{log}\left(\frac{\mathbf{Af}{\mathbf{f}}_1}{\mathbf{Af}{\mathbf{f}}_{\mathbf{R}}}\right)+\mathbf{log}\left(\frac{{\mathbf{t}}_{1\mathbf{N}}}{{\mathbf{t}}_{1\mathbf{N}}+{\mathbf{t}}_{2\mathbf{N}}}\right) $$	No special interest
$$ {\boldsymbol{\upbeta}}_2=\mathbf{log}\left(\frac{\mathbf{Af}{\mathbf{f}}_2}{\mathbf{Af}{\mathbf{f}}_1}\right)+\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{N}}}{{\mathbf{t}}_{1\mathbf{N}}}\right) $$	No special interest
$$ {\boldsymbol{\upbeta}}_3=\mathbf{log}\left(\frac{{\mathbf{t}}_{1\mathbf{T}}+{\mathbf{t}}_{2\mathbf{T}}}{{\mathbf{t}}_{1\mathbf{N}}+{\mathbf{t}}_{2\mathbf{N}}}\right) $$	Logarithm of the overall fold change of the event. Differential expression present if different from zero.
$$ {\boldsymbol{\upbeta}}_4=\mathbf{log}\left(\frac{{\mathbf{t}}_{1\mathbf{T}}}{{\mathbf{t}}_{1\mathbf{T}}+{\mathbf{t}}_{2\mathbf{T}}}\right)-\mathbf{log}\left(\frac{{\mathbf{t}}_{1\mathbf{N}}}{{\mathbf{t}}_{1\mathbf{N}}+{\mathbf{t}}_{2\mathbf{N}}}\right) $$	Difference of the logarithms of the fold change using relative concentrations of isoform 1 in both conditions. AS present if different from 0.
$$ {\boldsymbol{\upbeta}}_5=\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{T}}}{{\mathbf{t}}_{1\mathbf{T}}}\right)-\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{N}}}{{\mathbf{t}}_{1\mathbf{N}}}\right) $$	Difference of the logarithms of the fold change of both isoforms. AS present if different from zero.
$$ {\boldsymbol{\upbeta}}_4+{\boldsymbol{\upbeta}}_5=\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{T}}}{{\mathbf{t}}_{1\mathbf{T}}+{\mathbf{t}}_{2\mathbf{T}}}\right)-\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{N}}}{{\mathbf{t}}_{1\mathbf{N}}+{\mathbf{t}}_{2\mathbf{N}}}\right) $$	Difference of the logarithms of the fold change using relative concentrations of isoform 2 in both conditions. AS present if different from 0.
$$ {\boldsymbol{\upbeta}}_3+{\boldsymbol{\upbeta}}_4 = \mathbf{log}\left(\frac{{\mathbf{t}}_{1\mathbf{T}}}{{\mathbf{t}}_{1\mathbf{N}}}\right) $$	Logarithm of the fold change of isoform 1.
$$ {\boldsymbol{\upbeta}}_3+{\boldsymbol{\upbeta}}_4+{\boldsymbol{\upbeta}}_5=\mathbf{log}\left(\frac{{\mathbf{t}}_{2\mathbf{T}}}{{\mathbf{t}}_{2\mathbf{N}}}\right) $$	Logarithm of the fold change of isoform 2.

Within Table 4, there are some coefficients that involve affinities and, therefore, have little interest from a biological point of view. The first 6 rows provide the values of the *β*_*0*_ to *β*_*5*_. Rows 8 to 9 provide the values of linear combinations that have interest to detect splicing.

There are a number of alternatives to detect AS using these coefficients. Either of *β*_*4*_, *β*_*5*_, *β*_*4*_+ *β*_*5*_ is theoretically able to detect AS events. Some of them are more sensitive than others depending on the relative concentrations of the isoforms. For example, if isoform 2 is much more highly expressed than isoform 1 in both conditions, *β*_*4*_ will be more sensitive than *β*_*4*_+ *β*_*5*_ since in the latter case, the numerator and denominator of the logarithms of both terms are similar, and hence their logs are close to zero. A contrast on *β*_*5*_ would seem to be more sensitive than a contrast on *β*_*4*_ or *β*_*4*_+ *β*_*5*_; however, in practice, this contrast proved to be “too sensitive” and led to many false positives especially in weakly expressed isoforms. 

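With a contrast on β5, the difference between the changes of the 2 paths, 7928 events passed in the comparison of SRSF1 siRNA with scramble siRNA, which is 30.7% of those tested. With a contrast on β4 alone 4713 passed. Every event with opposite changes was among the events of β5, the 10 named ones included, and β5 added 5772 others. In 3283 of the added events (56.9%) the log2 changes of both paths had the same sign, whether or not each path passed by itself. In 4612 of the added events (79.9%) exactly 1 of the paths passed by itself, so the sign of the other path is uncertain there. The lower signal of the 2 paths had a median of 6.40 on the log2 scale in the added events, 6.36 in the events with opposite changes and 6.46 in all events tested. These counts are limma's at an adjusted p under 0.05, over events that passed the filter on expression.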

If one of the paths is not expressed in any condition, its signal will be similar in either condition (the background level) and a change in the expression of the other isoform will drive to a false positive detection. This contrast can be used only if the signals are filtered to guarantee that they are above the background.

In the PCR validation, the contrast that provided the best performance was the combination of the fold changes of both isoforms (i.e. *β*_*3*_ + *β*_*4*_ and *β*_*3*_ + *β*_*4*_ + *β*_*5*_ in Table 4) plus the requirement that the fold-changes have opposite directions, i.e. if isoform 1 significantly increases its expression, isoform 2 must significantly decrease its expression and visa versa. Therefore, if this test requires that the detected AS events show a significant change of the expression both paths and this change must be in opposite direction.

In order to compute this contrast, we summed up the p-values (one-tailed) for both contrasts. If the null hypothesis holds, the expected null distribution is triangular from 0 to 2 with the peak at 1, and the summation of the p-values must be close to 0 or close to 2 for genes with differential AS. Using this triangular distribution, it is possible to assign an overall p-value to their sum. We preferred this combination rather than the classical Fisher method since in the latter a single good p-value yields a good summary p-value for the event. Using this approach, both p-values must be close to zero or one in order to generate a significant overall p-value.

All the statistics had been implemented in an R package (available at Github), which depends on the limma method to get the statistical significance. Given the “standard” design matrix, **D** and the corresponding contrast matrix **C**, the software internally computes the design and contrast matrices of the events **D**_*DRS*_ and **C**_*DRS*_. Moreover, given a contrast matrix for the experiment, the contrast matrix to detect the splicing events is given by:

7 $$ {\mathbf{C}}_{DRS}=\left[\begin{array}{c}\hfill C\otimes \left[\begin{array}{ccc}\hfill 1\hfill & \hfill 1\hfill & \hfill 0\hfill \end{array}\right]\hfill \\ {}\hfill C\otimes \left[\begin{array}{ccc}\hfill 1\hfill & \hfill 1\hfill & \hfill 1\hfill \end{array}\right]\hfill \end{array}\right], $$

in where each row represents the constrasts β3+β4 and β3+β4+ β5 i.e. for each given contrast, the differential usage of both pathways is tested and summarized.

By construction, each contrast is split into two different contrasts (to test the differential expression of both isoforms) and afterwards, they are summarized and returned to the user.

#### Expression filter

The contrast previously described is very sensitive. If one of the paths of an event is not expressed and the other one is, EventPointer would assign a significant p-value to the event. This would result in a large number of false positives due to the lack of expression.

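Without any filter on expression, 4039 events passed the test for opposite changes between SRSF1 siRNA and scramble siRNA. Of these, 2254 were among the 47749 events that fail the filter and 1785 were among those that pass it. This is 4.72% of the events that fail and 6.92% of the events that pass. The contrast on β5 gave 17459 events without the filter, 10309 of them among those that fail. The 10 named events, the first 10 of the paper's ranking of these arrays, passed with and without the filter. In KIF23 and HMBOX1 a path that was weak with scramble siRNA passed the filter only through its signal with SRSF1 siRNA, since the filter takes the highest signal of a path over all samples. At an unadjusted p under 0.001, 3091 events passed without the filter, 4.20% of all events. The adjusted p behind these counts is limma's.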

In order to avoid this problem, EventPointer allows the user to filter the events to ensure that all the paths are expressed above a fixed threshold. For every path, the algorithm gets the maximum value of expression from all the samples. The maximum values for the references are used to set the threshold. The user provides a quantile that will set the threshold.

Once the threshold is selected, an event will be considered as expressed if the maximum value of expression for all the paths is above the threshold previously set.

#### Domain expression analysis

Using the Ensembl database is possible to relate each of the paths P1 and P2 in the events with the presence of protein domains within them. For each domain, it is possible to know in which paths P1 and P2 is included. In order to state the statistical significance of the events, we performed a Wilcoxon test paired for each event (P1 and P2). This algorithm is done using sparse matrices and turns to be very efficient (less than 1/10th of second for all the domains in the Pfam database).

## Abbreviations

AS, alternative splicing; ASPIRE, analysis of splicing by isoform reprocity; ATCC, American type culture collection; EP, eventpointer; HJAY, human junction array; HTA, human transcriptome array; SI, splicing index; SS, splicing score; TAC, transcriptome analysis console

## Additional files

Additional file 1: Vignette of the use of the aroma.affymetrix framework to perform a gene expression analysis (SRSF1 knock-down analysis) with HTA 2.0 data. (PDF 300 kb) Additional file 2: Vignette of the use of the EventPointer on the study of SRSF1 using HTA 2.0 data. (PDF 246 kb) Additional file 3: PCR images and relative concentrations of the isoforms based on the PCR image. The red bar corresponds to the shorter isoform and the blue bar to the longer isoform. For the event in KIAA0100, it was not possible to get PCR results, and thus the image is not included. (TIF 1465 kb) Additional file 4: Table with primers used for validation and sizes of the expected splicing variants. (DOCX 24 kb) Additional file 5: Results for top-ranked events according to TAC 3.0. (DOCX 17 kb) Additional file 6: PCR images and relative concentrations of the NAA50 gene detected by TAC 3.0. The red bar corresponds to the shorter isoform and the blue bar to the longer isoform. (PNG 166 kb) Additional file 7: PCR images and relative concentrations of the isoforms based on the PCR image of gene DNM2. The grey bar corresponds to the shorter isoform and the white bar to the longer isoform. (JPG 92 kb) Additional file 8: Supplementary methods. Detection and classification of events. (DOCX 63 kb)

# Supplementary material for: EventPointer: an effective identification of alternative splicing events using junction arrays
**Source:** BMC Genomics. 2016 Jun 17;17:467. doi: 10.1186/s12864-016-2816-x
**Supplement:** Additional file 1: — Vignette of the use of the aroma.affymetrix framework to perform a gene expression analysis (SRSF1 knock-down analysis) with HTA 2.0 data.

# EventPointer: An effective identification of alternative splicing events using junction microarrays. Expression Analysis

EventPointer R package can be applied to complex experimental designs by giving the required contrast and design matrices. This vignette illustrates how to use `aroma.affymetrix` to perform the preprocessing steps on HTA2.0 arrays and how to exploit them. Gene expression is a complementary analysis to alternative splicing analysis. This vignette is therefore completely independent of EventPointer and is shown to illustrate the usage of `aroma.affymetrix` with HTA2 arrays.

## Table of Contents

- Introduction
- Example
- Dependencies
- Authors

## Introduction

EventPointer is a R package used to identify alternative splicing events in complex experimental designs, such as time course studies, paired samples or any other. The algorithm just requires the corresponding **design** and **contrast** matrices to be used for the experiment.

The algorithm tests all the identifiable events by the Affymetrix arrays: Human Transcriptome Array 2.0 (HTA 2.0) & Human Junction Array (Hjy). Each event is statistically tested to identify if the most expressed isoform changes between different conditions. This vignette is **not** related with the detection of Alternative splicing events but on how to use the `aroma.affymetrix` package on these arrays.

## Example

Analysis of the expression data. First of all is necessary to download a CDF file from Brainarray. Download custom cdfs for Ensembl from [http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/CDF\\_download.asp](http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/CDF_download.asp)

Go to last version 19 of the cdf files (version 20 seems to have a bug when working with `aroma.affymetrix`). Click on ENSG versions and go to Homo\_sapiens and HTA20 (Affymetrix HTA20 array) row, click on the last option CDF/Seq/Map/Desc to download each file and extract the cdf files from zip compressed files

Brainarray cdf files are in ascii format. They should be converted into binary format to be used with `aroma.affymetrix` using the `convertCdf` command (It will take time, about 20 minutes). This conversion should be done only once.

```
library(knitr)
# EventPointer: Alternative splicing analysis.

#####
# Aroma Affymetrix Preprocessing Pipeline
#####
```

```

# Standard preprocessing pipeline for the microarray data
# functions and parameters are predefined according to
# the aroma.affymetrix R package

# Conversion of the CDF from Brainarray to binary file. Needs to be done only once.
library(aroma.affymetrix)
setOption(aromaSettings, "memory/ram", 8)

# UNCOMMENT THESE TWO LINES TO PERFORM THE CONVERSION

#setwd("~/../aroma.affymetrix/annotationData/chipTypes/HTA20")
#convertCdf("hta20_Hs_ENSG.cdf", "HTA-2_0,r_ENSG,brainarray,v19.cdf")

# CONVERSION DONE
# Done

```

It is necessary to have a directory structure as explained in,

<http://www.aroma-project.org/setup/QuickSummaryOfRequiredFileStructure/>

Once the structure is properly set, this code should run without errors. It performs the background removal, quantile normalization and summarization for all the arrays in a experiment.

```

# Preprocess the samples
#setwd("~/../aroma.affymetrix") # Include here your directory.
setwd("/Volumes/Seagate_4/aroma.affymetrix")
verbose <- Arguments$getVerbose(-8);
future::plan("multiprocess") # Set the multiprocessing to run faster
timestampOn(verbose);
projectName <- "SRSF1"
chipType <- "HTA-2_0"
cdfGFile <- "HTA-2_0,r_ENSG,brainarray,v19"
cdfG <- AffymetrixCdfFile$byChipType(cdfGFile)
cs <- AffymetrixCelSet$byName(projectName, cdf=cdfG)
bc <- NormExpBackgroundCorrection(cs, method="mle", tag=c("r11"));
csBC <- process(bc,verbose=verbose,ram=8);
qn <- QuantileNormalization(csBC, typesToUpdate="pm");
csN <- process(qn,verbose=verbose,ram=8);
plmEx <- ExonRmaPlm(csN, mergeGroups=FALSE)
fit(plmEx, verbose=verbose, ram = 8)

```

```
## 1,
```

```

cesEx <- getChipEffectSet(plmEx, ram = 8)
ExFit <- extractDataFrame(cesEx, addNames=TRUE)
# Done.

# Some processing to the data
# remove the _at tail from the names given in Brainarray.
ExFit$unitName <- unlist(strsplit(ExFit$unitName, "_"))[c(TRUE, FALSE)]
rownames(ExFit) <- ExFit$unitName

```

In ExFit we have a data.frame with the expression for all the genes in the array. Now, using limma is possible to get the differentially expressed genes.

```

# Differential analysis of the samples
library(biomaRt)
library(limma)
library(knitr)

# Set Design and Contrast matrices
samplenames <- unlist(strsplit(colnames(ExFit)[6:ncol(ExFit)], "HTA2_", fixed = TRUE))[c(FALSE, TRUE)]
dummy <- unlist(strsplit(samplenames, "_"))[c(FALSE, TRUE, FALSE, FALSE)]
dfDesign <- data.frame(dummy)
colnames(dfDesign) <- c("Treat")
dfDesign$Treat <- relevel(dfDesign$Treat, ref = "LF")

Design <- model.matrix(~ ., data = dfDesign)
Contrast <- c(0, -1, 1)

```

Design and Contrast Matrices

Design

```

##      (Intercept) TreatSCR TreatsiSRSF1
## 1             1         0             0
## 2             1         0             0
## 3             1         0             0
## 4             1         0             0
## 5             1         0             0
## 6             1         0             0
## 7             1         0             0
## 8             1         0             0
## 9             1         0             0
## 10            1         1             0
## 11            1         1             0
## 12            1         1             0
## 13            1         1             0
## 14            1         1             0
## 15            1         1             0
## 16            1         1             0
## 17            1         1             0
## 18            1         1             0
## 19            1         0             1
## 20            1         0             1
## 21            1         0             1
## 22            1         0             1
## 23            1         0             1
## 24            1         0             1
## 25            1         0             1
## 26            1         0             1
## 27            1         0             1
## attr("assign")
## [1] 0 1 1
## attr("contrasts")
## attr("contrasts")$Treat
## [1] "contr.treatment"

```

Contrast

```
## [1] 0 -1 1
```

Perform the statistical analysis using limma

```
# Run limma
Y <- log2(as.matrix(ExFit[,6:ncol(ExFit)]))
colnames(Y) <- unlist(strsplit(colnames(Y), "HTA2_"))[c(FALSE, TRUE)]
fit <- lmFit(Y, design=Design)
fit2 <- contrasts.fit(fit, Contrast)
fit2 <- eBayes(fit2)
opts_chunk$set(fig.width=8, fig.height=6)
```

We can show some of the results:

```
opts_chunk$set(fig.width=8, fig.height=6)
# Obtain the ranking of events for each of the contrasts
Top10 <- rownames(topTable(fit2, coef=1, number=10))
#colorder <- order(Design %*% c(1,2,3,10) + .001 *(1:30))
library("RColorBrewer")
colfunc <- colorRampPalette(c("blue", "white", "red"))
heatmap(Y[Top10, ], col=colfunc(256))
```

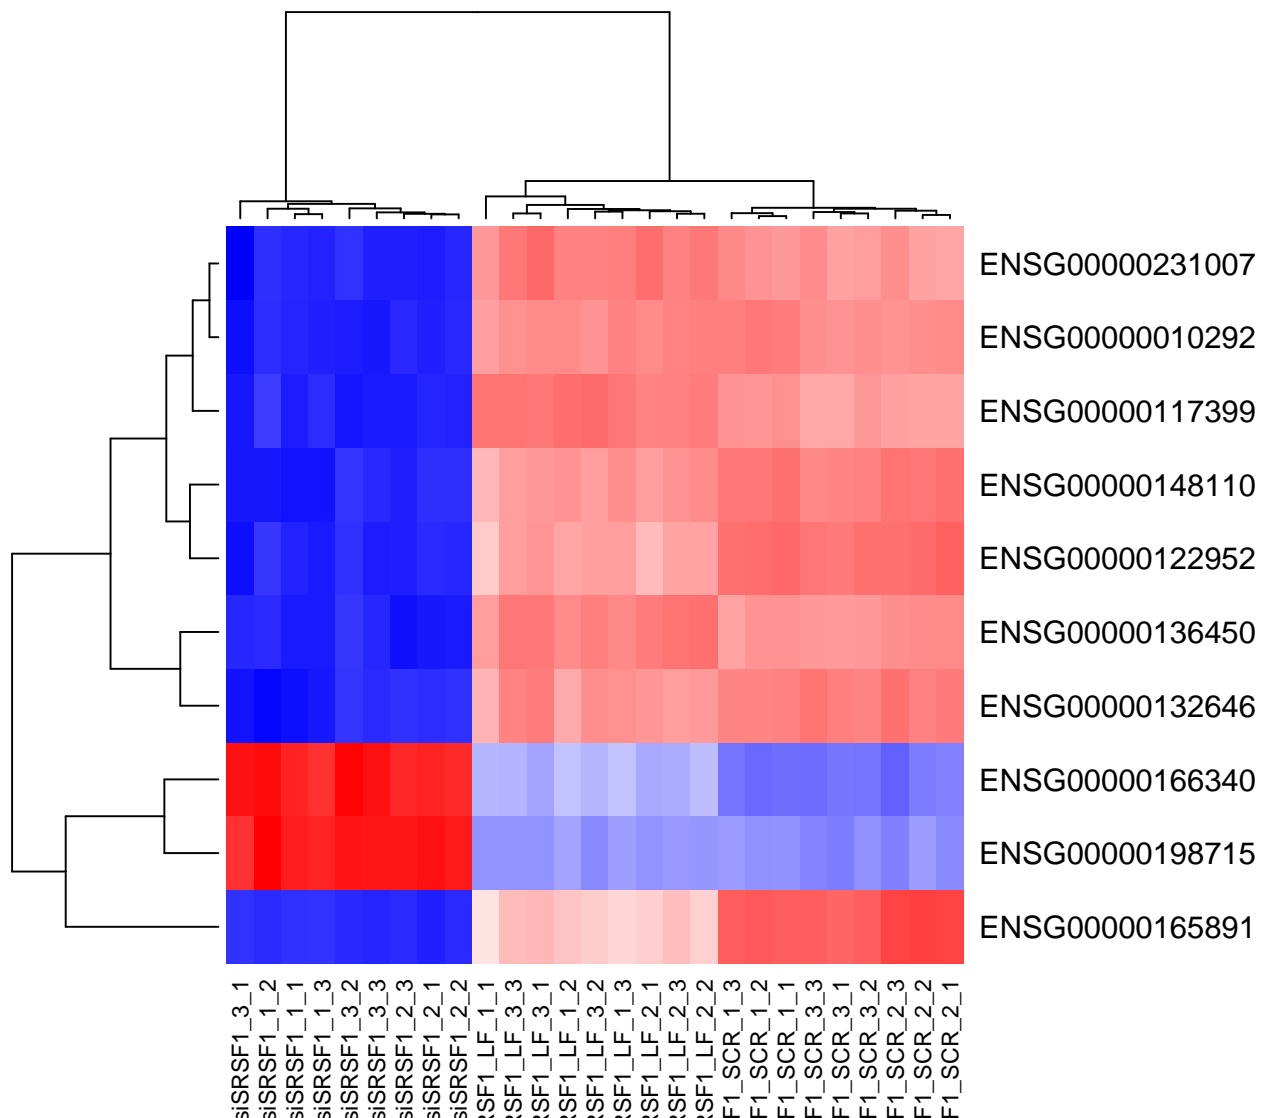

The HTA 20 array has many non-coding genes. The annotation of biotype from Ensembl can be downloaded and used with the following code:

```
opts_chunk$set(fig.width=8, fig.height=6)

# Use biomaRt to identify which genes in the array are lncRNA
ensembl <- useMart("hsapiens_gene_ensembl",
  host="oct2014.archive.ensembl.org",
  biomart="ENSEMBL_MART_ENSEMBL") #Get the hg19 version in biomaRt
genes <- getBM(attributes=c('ensembl_gene_id',"strand","chromosome_name",
  "external_gene_name", "gene_biotype"),
  filters = "ensembl_gene_id",
  values = rownames(Y),
  mart = ensembl) # Oct2014 is the Ensembl version of Brainarray 19

# Resort genes according to the expression matrix (Y)
rownames(genes) <- genes$ensembl_gene_id
genes <- genes[match(rownames(Y),genes$ensembl_gene_id),]
colnames(genes)[c(3,4)] <- c("chr","gene_name")
```

We can compare the expression of the genes in different biotypes:

```
# Select one sample and compare the expression according to the biotype
library(ggplot2)
biotype <- factor(genes$gene_biotype)
biotype <- relevel(biotype, "protein_coding")
qplot(biotype, Y[,1], geom="boxplot")+ coord_flip()
```

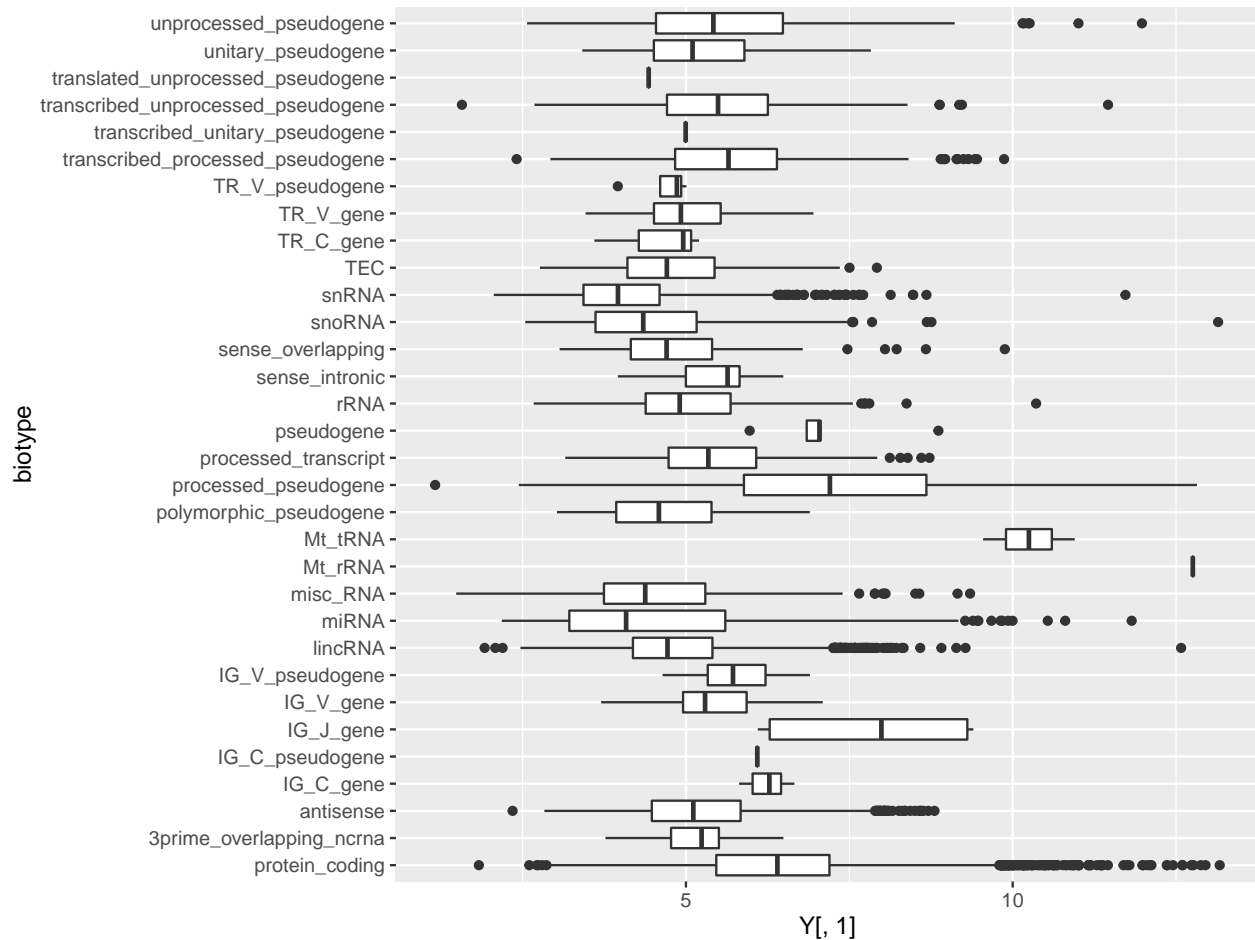

These values are shown for the first sample (WT) in the experiment. A similar result could be obtained plotting a different sample. For completeness, we show here the plot for a sample in which SRSF1 is knocked down.

```
qplot(biotype, Y[,19], geom="boxplot")+ coord_flip()
```

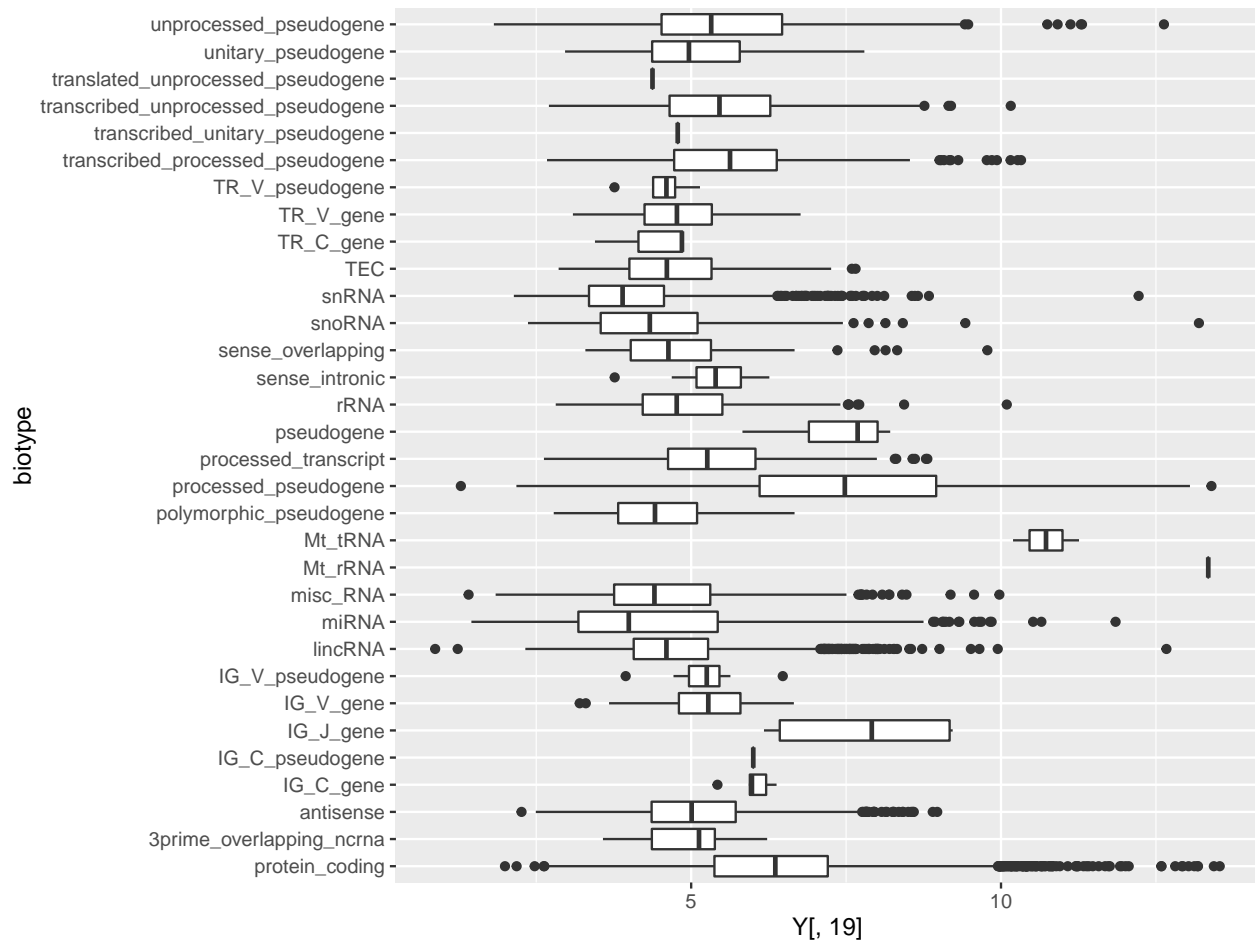

The meaning of each of the classes are explained in [http://www.gencodegenes.org/gencode\\_biotypes.html](http://www.gencodegenes.org/gencode_biotypes.html) and in <http://uswest.ensembl.org/info/genome/genebuild/ncrna.html>

Protein coding genes (last row) are well expressed. Few biotypes are more expressed than them. We can use a linear model to test if any of the biotypes are more expressed than the protein coding genes.

```
# Protein coding are more expressed than others (except a few biotypes)
# Most of the coefficients are negative
```

```
Salida <- summary(lm(Y[,1]~biotype))$coefficients
```

The only positive significant subclasses are:

```
knitr::kable(Salida[ which(Salida[,1]>0 & Salida[,4] < 0.05),])
```

|                             | Estimate  | Std. Error | t value    | Pr(> t )  |
|-----------------------------|-----------|------------|------------|-----------|
| (Intercept)                 | 6.3548807 | 0.0090514  | 702.087786 | 0.0000000 |
| biotypeIG_J_gene            | 1.4673021 | 0.4991831  | 2.939407   | 0.0032905 |
| biotypeMt_rRNA              | 6.4012581 | 1.2225764  | 5.235876   | 0.0000002 |
| biotypeMt_tRNA              | 3.8932128 | 0.8645158  | 4.503345   | 0.0000067 |
| biotypeprocessed_pseudogene | 0.9662092 | 0.0315428  | 30.631717  | 0.0000000 |

The following code shows a list of the top differentially expressed linc genes

```
lincgenes <- which(genes$gene_biotype == "lincRNA")
Ylinc <- Y[lincgenes,]
fit <- lmFit(Ylinc,design=Design)
fitlinc <- contrasts.fit(fit, Contrast)
fitlinc <- eBayes(fitlinc)
```

```
knitr::kable(topTable(fitlinc,coef=1,number=10,genes[lincgenes,c(1,4)]),[-1])
```

|                 | gene_name     | logFC      | AveExpr  | t         | P.Value | adj.P.Val | B        |
|-----------------|---------------|------------|----------|-----------|---------|-----------|----------|
| ENSG00000250271 | RP11-64D22.5  | 2.4317325  | 7.907102 | 24.07660  | 0       | 0         | 38.23847 |
| ENSG00000225434 | LINC01504     | 0.8423124  | 6.228831 | 22.07674  | 0       | 0         | 35.91971 |
| ENSG00000272275 | RP11-791G15.2 | 1.1073668  | 6.629803 | 21.64433  | 0       | 0         | 35.38885 |
| ENSG00000256268 | RP11-221N13.3 | 1.1328192  | 5.089143 | 20.61771  | 0       | 0         | 34.08293 |
| ENSG00000272016 | RP11-215G15.5 | -1.5614063 | 8.140296 | -19.22318 | 0       | 0         | 32.19901 |
| ENSG00000187185 | CTD-2600O9.1  | 0.8415443  | 7.079163 | 17.79792  | 0       | 0         | 30.12960 |
| ENSG00000235823 | LINC00263     | -0.8076224 | 5.763845 | -17.18215 | 0       | 0         | 29.18646 |
| ENSG00000260804 | PKI55         | 0.7826596  | 6.178655 | 16.51176  | 0       | 0         | 28.12355 |
| ENSG00000235609 | AF127936.7    | 0.6657937  | 4.857875 | 16.17517  | 0       | 0         | 27.57510 |
| ENSG00000258815 | RP11-408B11.2 | 1.3493025  | 4.216329 | 15.80909  | 0       | 0         | 26.96695 |

```
Top10 <- rownames(topTable(fitlinc,coef=1,number=10,genes[lincgenes,c(4)]))
colfunc <- colorRampPalette(c("blue", "white", "red"))
```

and plots the heatmap

```
heatmap(Ylinc[Top10, ],col=colfunc(256))
```

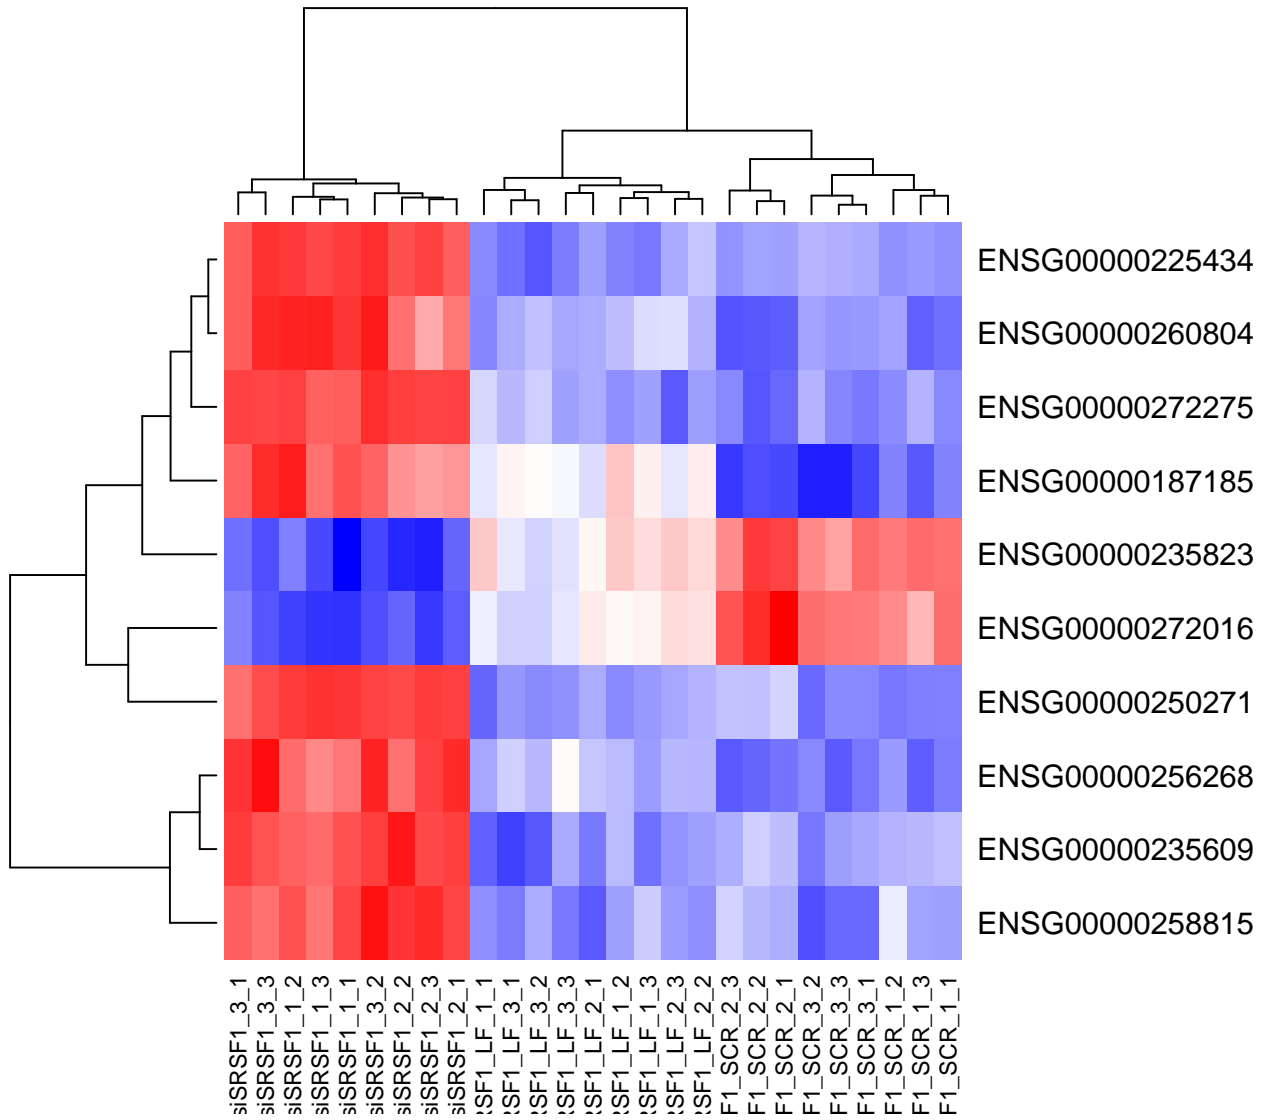

```
ggplot(as.data.frame(table(t(Ylinc[Top10,])), aes(x = Var1, y = Freq, group = Var2, colour = Var2)) +
  geom_point() +
  geom_line(aes(lty = Var2))+ theme(axis.text.x = element_text(angle = 90, hjust = 1))
```

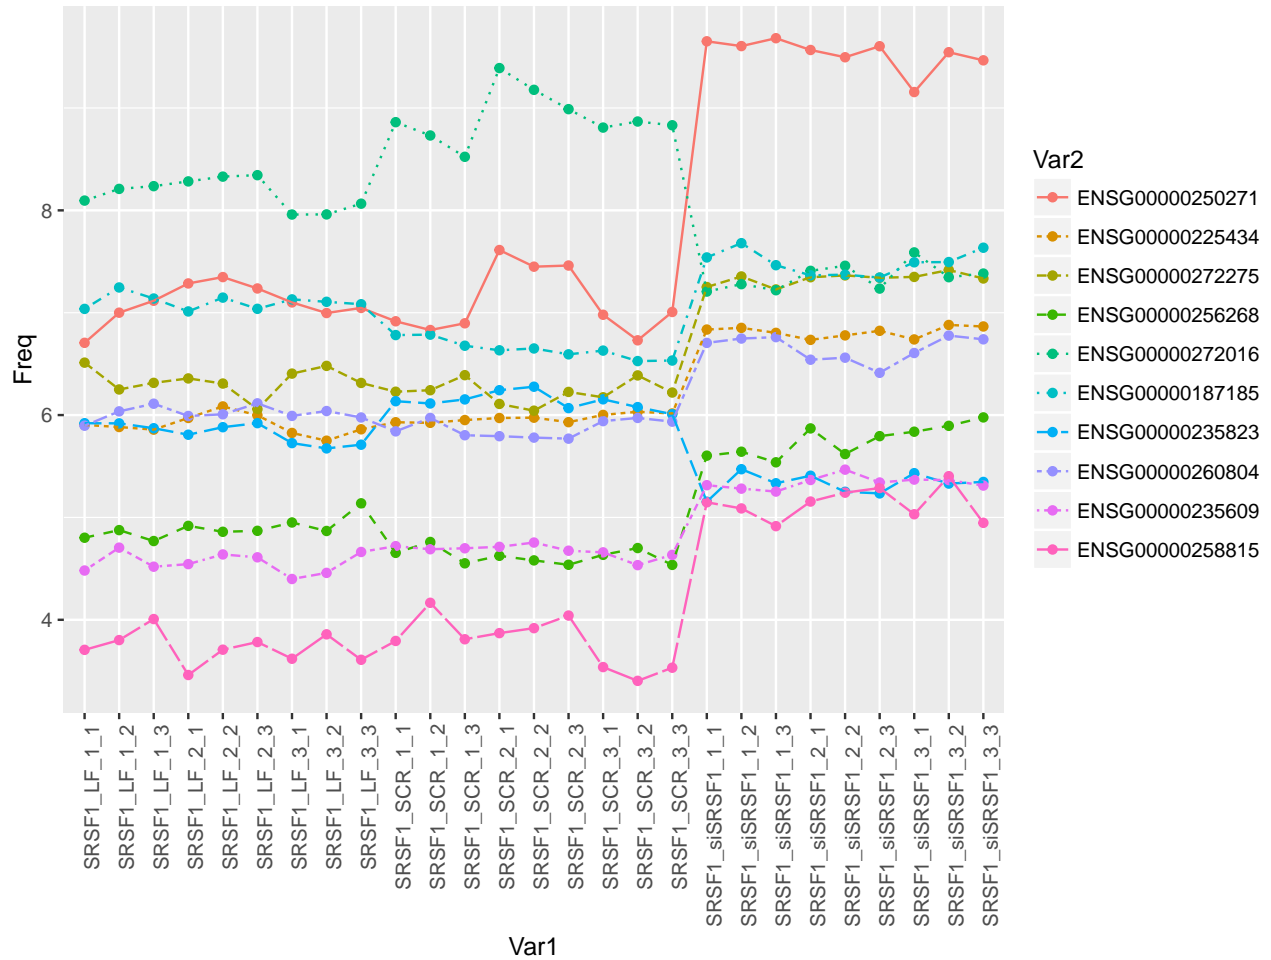

MALAT1 (ENSG00000251562), is known to be related by SRSF1 (<http://www.sciencedirect.com/science/article/pii/S2211124712001635>). However, in this specific experiment, did not show a local false discovery rate bigger than 0.5 (i.e. the B column of the limma analysis positive). Nevertheless, the adjusted p.value is significant ( $< .05$ ).

```
Output <- topTable(fitlinc,coef=1,number=Inf,genes[lincgenes,c(1,4)])
knitr::kable(Output[match("MALAT1", Output$gene_name),-1])
```

|                 | gene_name | logFC     | AveExpr  | t        | P.Value   | adj.P.Val | B          |
|-----------------|-----------|-----------|----------|----------|-----------|-----------|------------|
| ENSG00000251562 | MALAT1    | 0.2627201 | 9.551345 | 3.931334 | 0.0004533 | 0.0112304 | -0.7527798 |

PDXDC2P, GHRLOS ncRNAs have also been related with SRSF1. They are not annotated as lincRNA but as processed transcript and antisense respectively. The p.value of GHRLOS is significant but the fold change (the effect size) is small.

```
Output <- topTable(fit2,coef=1,number=Inf,genes[,c(1,4)])
knitr::kable(Output[genes[match(c("PDXDC2P", "GHRLOS"), genes$gene_name),1],-1])
```

|                 | gene_name | logFC     | AveExpr  | t        | P.Value   | adj.P.Val | B          |
|-----------------|-----------|-----------|----------|----------|-----------|-----------|------------|
| ENSG00000196696 | PDXDC2P   | 0.4379363 | 6.018468 | 2.237197 | 0.0336259 | 0.0899362 | -5.6778838 |

|                 | gene_name | logFC      | AveExpr  | t         | P.Value   | adj.P.Val | B         |
|-----------------|-----------|------------|----------|-----------|-----------|-----------|-----------|
| ENSG00000240288 | GHRLOS    | -0.1990165 | 5.513184 | -4.727033 | 0.0000618 | 0.0002984 | 0.3940236 |

## Gene Ontology Analysis

It is possible to run an enrichment analysis with the data.

```
# GO enrichment analysis
library(org.Hs.eg.db)
library(topGO)

# Overexpressed
G0data <- new("topG0data", ontology = "BP", allGenes = fit2$t[,1], geneSel = function(t) t > 3,
             description = "Test", annot = annFUN.org, mapping = "org.Hs.eg.db",
             ID = "Ensembl")
resultFisher <- runTest(G0data, algorithm = "weight01", statistic = "fisher")
```

The result is

```
knitr::kable(GenTable(G0data, wFisher = resultFisher, topNodes = 20))
```

| GO.ID      | Term                                        | Annotated | Significant | Expected | wFisher |
|------------|---------------------------------------------|-----------|-------------|----------|---------|
| GO:0006614 | SRP-dependent cotranslational protein ta... | 105       | 67          | 23.84    | 2.0e-19 |
| GO:0006414 | translational elongation                    | 198       | 77          | 44.95    | 2.8e-17 |
| GO:0016259 | selenocysteine metabolic process            | 87        | 57          | 19.75    | 4.5e-17 |
| GO:0000184 | nuclear-transcribed mRNA catabolic proce... | 116       | 66          | 26.34    | 3.2e-15 |
| GO:0006415 | translational termination                   | 171       | 65          | 38.82    | 5.8e-15 |
| GO:0006413 | translational initiation                    | 256       | 96          | 58.12    | 2.3e-13 |
| GO:0019083 | viral transcription                         | 187       | 79          | 42.45    | 2.9e-10 |
| GO:0018279 | protein N-linked glycosylation via aspar... | 245       | 98          | 55.62    | 7.6e-10 |
| GO:0035666 | TRIF-dependent toll-like receptor signal... | 81        | 38          | 18.39    | 1.3e-06 |
| GO:0045454 | cell redox homeostasis                      | 87        | 40          | 19.75    | 1.3e-06 |
| GO:0006355 | regulation of transcription, DNA-templat... | 3319      | 863         | 753.52   | 2.4e-06 |
| GO:0034138 | toll-like receptor 3 signaling pathway      | 95        | 42          | 21.57    | 2.7e-06 |
| GO:0034142 | toll-like receptor 4 signaling pathway      | 115       | 47          | 26.11    | 6.9e-06 |
| GO:0036498 | IRE1-mediated unfolded protein response     | 64        | 30          | 14.53    | 9.4e-06 |
| GO:0006367 | transcription initiation from RNA polyme... | 268       | 88          | 60.84    | 1.5e-05 |
| GO:0034134 | toll-like receptor 2 signaling pathway      | 82        | 35          | 18.62    | 2.4e-05 |
| GO:0034162 | toll-like receptor 9 signaling pathway      | 77        | 33          | 17.48    | 6.5e-05 |
| GO:0038123 | toll-like receptor TLR1:TLR2 signaling p... | 75        | 32          | 17.03    | 9.2e-05 |
| GO:0038124 | toll-like receptor TLR6:TLR2 signaling p... | 75        | 32          | 17.03    | 9.2e-05 |
| GO:0034146 | toll-like receptor 5 signaling pathway      | 70        | 31          | 15.89    | 9.9e-05 |

```
# Underexpressed
G0data@geneSelectionFun <- function(t) t < -3
resultFisher <- runTest(G0data, algorithm = "weight01", statistic = "fisher")
```

and

```
knitr::kable(GenTable(GOdata, wFisher = resultFisher, topNodes = 20))
```

| GO.ID      | Term                                        | Annotated | Significant | Expected | wFisher |
|------------|---------------------------------------------|-----------|-------------|----------|---------|
| GO:0051301 | cell division                               | 628       | 282         | 144.50   | 1.6e-27 |
| GO:0007067 | mitotic nuclear division                    | 414       | 223         | 95.26    | 1.9e-19 |
| GO:0000724 | double-strand break repair via homologou... | 145       | 94          | 33.36    | 2.5e-17 |
| GO:0031047 | gene silencing by RNA                       | 141       | 72          | 32.44    | 4.5e-16 |
| GO:0000086 | G2/M transition of mitotic cell cycle       | 188       | 95          | 43.26    | 9.4e-16 |
| GO:0000082 | G1/S transition of mitotic cell cycle       | 242       | 123         | 55.68    | 4.9e-15 |
| GO:0000398 | mRNA splicing, via spliceosome              | 273       | 136         | 62.82    | 7.5e-15 |
| GO:0006271 | DNA strand elongation involved in DNA re... | 38        | 34          | 8.74     | 2.1e-14 |
| GO:0034080 | CENP-A containing nucleosome assembly       | 38        | 31          | 8.74     | 3.3e-14 |
| GO:0016925 | protein sumoylation                         | 123       | 66          | 28.30    | 1.9e-13 |
| GO:0000278 | mitotic cell cycle                          | 1007      | 508         | 231.71   | 5.4e-13 |
| GO:0006303 | double-strand break repair via nonhomolo... | 62        | 42          | 14.27    | 8.0e-13 |
| GO:0006335 | DNA replication-dependent nucleosome ass... | 29        | 25          | 6.67     | 9.2e-13 |
| GO:0051290 | protein heterotetramerization               | 35        | 28          | 8.05     | 1.5e-12 |
| GO:0031145 | anaphase-promoting complex-dependent pro... | 83        | 49          | 19.10    | 8.6e-12 |
| GO:0007264 | small GTPase mediated signal transductio... | 893       | 271         | 205.48   | 2.3e-11 |
| GO:0032508 | DNA duplex unwinding                        | 54        | 37          | 12.43    | 2.4e-11 |
| GO:0008033 | tRNA processing                             | 139       | 75          | 31.98    | 4.8e-11 |
| GO:0070125 | mitochondrial translational elongation      | 79        | 45          | 18.18    | 7.6e-11 |
| GO:0007077 | mitotic nuclear envelope disassembly        | 43        | 30          | 9.89     | 9.4e-11 |

One of the advantages of the topGO package is that avoids providing redundant information. For example, if a function is strongly enriched, also its parent in the ontology will probably be enriched. By using proper pruning, only the most significant leaves of the tree are provided. In some cases, a function expected to be affected does not appear simply because one of its descendant (and therefore more specific) functions are included in the output. The “classical” analysis can be performed by using a different algorithm that does not prune the significant functions. The results are in this case:

```
# GO enrichment analysis
library(org.Hs.eg.db)
library(topGO)

# Overexpressed
GOdata <- new("topGOdata", ontology = "BP", allGenes = fit2$t[,1], geneSel = function(t) t > 3,
              description = "Test", annot = annFUN.org, mapping = "org.Hs.eg.db",
              ID = "Ensembl")
resultFisher <- runTest(GOdata, algorithm = "classic", statistic = "fisher")
```

The result is

```
knitr::kable(GenTable(GOdata, classicFisher = resultFisher, topNodes = 20))
```

| GO.ID      | Term                                        | Annotated | Significant | Expected | classicFisher |
|------------|---------------------------------------------|-----------|-------------|----------|---------------|
| GO:0008152 | metabolic process                           | 11208     | 2763        | 2544.57  | 2.9e-21       |
| GO:0070972 | protein localization to endoplasmic reti... | 131       | 80          | 29.74    | 3.6e-21       |
| GO:0044260 | cellular macromolecule metabolic process    | 8022      | 2057        | 1821.25  | 1.1e-19       |
| GO:0072599 | establishment of protein localization to... | 112       | 70          | 25.43    | 1.7e-19       |

| GO.ID      | Term                                        | Annotated | Significant | Expected | classicFisher |
|------------|---------------------------------------------|-----------|-------------|----------|---------------|
| GO:0006614 | SRP-dependent cotranslational protein ta... | 105       | 67          | 23.84    | 2.0e-19       |
| GO:0045047 | protein targeting to ER                     | 108       | 68          | 24.52    | 3.1e-19       |
| GO:0034645 | cellular macromolecule biosynthetic proc... | 4775      | 1300        | 1084.08  | 5.3e-19       |
| GO:0044237 | cellular metabolic process                  | 9708      | 2426        | 2204.02  | 7.5e-19       |
| GO:0006613 | cotranslational protein targeting to mem... | 107       | 67          | 24.29    | 8.7e-19       |
| GO:0016259 | selenocysteine metabolic process            | 87        | 57          | 19.75    | 1.6e-17       |
| GO:0009059 | macromolecule biosynthetic process          | 4930      | 1327        | 1119.27  | 1.8e-17       |
| GO:0046907 | intracellular transport                     | 1812      | 557         | 411.38   | 2.3e-17       |
| GO:1902582 | single-organism intracellular transport     | 1660      | 517         | 376.87   | 2.7e-17       |
| GO:0043170 | macromolecule metabolic process             | 8636      | 2178        | 1960.64  | 3.2e-17       |
| GO:0044238 | primary metabolic process                   | 9764      | 2423        | 2216.74  | 1.5e-16       |
| GO:0071704 | organic substance metabolic process         | 10065     | 2488        | 2285.07  | 1.9e-16       |
| GO:0009057 | macromolecule catabolic process             | 1131      | 370         | 256.77   | 6.8e-16       |
| GO:0000184 | nuclear-transcribed mRNA catabolic proce... | 116       | 66          | 26.34    | 1.6e-15       |
| GO:0044248 | cellular catabolic process                  | 1653      | 504         | 375.28   | 5.6e-15       |
| GO:0044249 | cellular biosynthetic process               | 5800      | 1513        | 1316.78  | 7.5e-15       |

```
# Underexpressed
```

```
G0data@geneSelectionFun <- function(t) t < -3
resultFisher <- runTest(G0data, algorithm = "classic", statistic = "fisher")
```

and

```
knitr::kable(GenTable(G0data, classicFisher = resultFisher, topNodes = 20))
```

| GO.ID      | Term                                        | Annotated | Significant | Expected | classicFisher |
|------------|---------------------------------------------|-----------|-------------|----------|---------------|
| GO:0000278 | mitotic cell cycle                          | 1007      | 508         | 231.71   | <1e-30        |
| GO:0006996 | organelle organization                      | 3531      | 1251        | 812.48   | <1e-30        |
| GO:0007049 | cell cycle                                  | 1738      | 735         | 399.91   | <1e-30        |
| GO:1903047 | mitotic cell cycle process                  | 838       | 431         | 192.82   | <1e-30        |
| GO:0022402 | cell cycle process                          | 1262      | 573         | 290.39   | <1e-30        |
| GO:0051276 | chromosome organization                     | 1058      | 469         | 243.45   | <1e-30        |
| GO:1902589 | single-organism organelle organization      | 2544      | 892         | 585.38   | <1e-30        |
| GO:0034641 | cellular nitrogen compound metabolic pro... | 6144      | 1794        | 1413.74  | <1e-30        |
| GO:0006974 | cellular response to DNA damage stimulus    | 766       | 353         | 176.26   | <1e-30        |
| GO:0044237 | cellular metabolic process                  | 9708      | 2596        | 2233.81  | <1e-30        |
| GO:0006807 | nitrogen compound metabolic process         | 6435      | 1845        | 1480.70  | <1e-30        |
| GO:0006396 | RNA processing                              | 781       | 351         | 179.71   | <1e-30        |
| GO:0044772 | mitotic cell cycle phase transition         | 469       | 244         | 107.92   | <1e-30        |
| GO:0071840 | cellular component organization or bioge... | 6030      | 1745        | 1387.51  | <1e-30        |
| GO:0044770 | cell cycle phase transition                 | 493       | 252         | 113.44   | <1e-30        |
| GO:0007067 | mitotic nuclear division                    | 414       | 223         | 95.26    | <1e-30        |
| GO:0000280 | nuclear division                            | 533       | 264         | 122.64   | <1e-30        |
| GO:0006281 | DNA repair                                  | 486       | 245         | 111.83   | <1e-30        |
| GO:0044238 | primary metabolic process                   | 9764      | 2582        | 2246.70  | <1e-30        |
| GO:0006259 | DNA metabolic process                       | 929       | 391         | 213.76   | <1e-30        |

## Dependencies

- aroma.affymetrix Microarray pre-processing
- limma Statistical framework
- Matrix Sparse Matrices
- matrixStats Statistical functions on matrices
- dcGOR Protein Domains

## Session Info

```
sessionInfo()
```

```
## R version 3.3.0 beta (2016-04-04 r70420)
## Platform: x86_64-apple-darwin13.4.0 (64-bit)
## Running under: OS X 10.11.4 (El Capitan)
##
## locale:
## [1] en_US.UTF-8/en_US.UTF-8/en_US.UTF-8/C/en_US.UTF-8/en_US.UTF-8
##
## attached base packages:
## [1] parallel stats4 stats graphics grDevices utils datasets
## [8] methods base
##
## other attached packages:
## [1] topGO_2.23.4 SparseM_1.7 GO.db_3.3.0
## [4] graph_1.49.1 org.Hs.eg.db_3.3.0 AnnotationDbi_1.33.13
## [7] IRanges_2.5.46 S4Vectors_0.9.52 Biobase_2.31.3
## [10] BiocGenerics_0.17.5 RColorBrewer_1.1-2 limma_3.27.19
## [13] biomaRt_2.27.2 aroma.light_3.1.1 aroma.affymetrix_3.0.0
## [16] aroma.core_3.0.0 R.devices_2.14.0 R.filesets_2.10.0
## [19] R.utils_2.3.0 R.oo_1.20.0 ggplot2_2.1.0
## [22] affxparser_1.43.2 R.methodsS3_1.7.1 knitr_1.12.3
## [25] BiocInstaller_1.21.4
##
## loaded via a namespace (and not attached):
## [1] R.huge_0.9.0 DNACopy_1.45.0 listenv_0.6.0
## [4] lattice_0.20-33 colorspace_1.2-6 htmltools_0.3.5
## [7] yaml_2.1.13 base64enc_0.1-4 XML_3.98-1.4
## [10] DBI_0.3.1 matrixStats_0.50.2 R.cache_0.12.0
## [13] plyr_1.8.3 stringr_1.0.0 munsell_0.4.3
## [16] gtable_0.2.0 future_0.13.0 codetools_0.2-14
## [19] evaluate_0.8.3 labeling_0.3 highr_0.5.1
## [22] Rcpp_0.12.4.5 scales_0.4.0 formatR_1.3
## [25] PSCBS_0.61.0 R.rsp_0.21.0 digest_0.6.9
## [28] stringi_1.0-1 grid_3.3.0 tools_3.3.0
## [31] bitops_1.0-6 magrittr_1.5 RCurl_1.95-4.8
## [34] RSQLite_1.0.0 rmarkdown_0.9.5 globals_0.6.1
## [37] aroma.apd_0.6.0
```

## Authors

Juan Pablo Romero () : Bioinformatics Group, CEIT, San Sebastian, Spain

Angel Rubio : Bioinformatics Group, CEIT, San Sebastian, Spain

Ander Muniategui: Bioinformatics Group, CEIT, San Sebastian, Spain

# Supplementary material for: EventPointer: an effective identification of alternative splicing events using junction arrays
**Source:** BMC Genomics. 2016 Jun 17;17:467. doi: 10.1186/s12864-016-2816-x
**Supplement:** Additional file 2: — Vignette of the use of the EventPointer on the study of SRSF1 using HTA 2.0 data.

EventPointer: An effective identification of alternative splicing events using junction microarrays. Alternative Splicing

EventPointer R package can be applied to complex experimental designs by giving the required contrast and design matrices. This vignette illustrates how to use EventPointer to perform the analysis of alternative splicing in an experiment. The package *aroma.affymetrix* is used to perform the preprocessing steps on HTA2.0.

Table of Contents

- Introduction
- Example
- Dependencies
- Authors

Introduction

EventPointer is an R package used to identify alternative splicing events in complex experimental designs, such as time course studies, paired samples or any other. The algorithm just requires the corresponding **design** and **contrast** matrices to be used for the experiment.

The algorithm tests all the identifiable events by the Affymetrix arrays: Human Transcriptome Array 2.0 (HTA 2.0) & Human Junction Array (Hjy). Each event is statistically tested to identify if the most expressed isoform changes between different conditions.

Example

Analysis of the alternative splicing data. First of all is necessary to download a CDF file. It can be found at <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL21339>

```
library(knitr)
# EventPointer: Alternative splicing analysis.

#####
# Aroma Affymetrix Preprocessing Pipeline
#####

# Standard preprocessing pipeline for the microarray data
# functions and parameters are predefined according to
# the aroma.affymetrix R package

library(aroma.affymetrix)
setOption(aromaSettings, "memory/ram", 8)
# Done
```

It is necessary to have a directory structure as explained in,

<http://www.aroma-project.org/setup/QuickSummaryOfRequiredFileStructure/>

Once the structure is properly set, this code should run without errors. It performs the background removal, quantile normalization and summarization for all the arrays in a experiment.

```
# Preprocess the samples
#setwd("~/../aroma.affymetrix") # Include here your directory.
setwd("/Volumes/Seagate_4/aroma.affymetrix")
verbose <- Arguments$getVerbose(-8);
future::plan("multiprocess") # Set the multiprocess to run faster
timestampOn(verbose);
projectName <- "SRSF1-ASpaper"
chipType <- "HTA-2_0-ASpaper"
cdfGFile <- "HTA-2_0-ASpaper"
cdfG <- AffymetrixCdfFile$byChipType(cdfGFile)
cs <- AffymetrixCelSet$byName(projectName, cdf=cdfG)
bc <- NormExpBackgroundCorrection(cs, method="mle", tag=c("*","r11"));
csBC <- process(bc,verbose=verbose,ram=8);
qn <- QuantileNormalization(csBC, typesToUpdate="pm");
csN <- process(qn,verbose=verbose,ram=8);
plmEx <- ExonRmaPlm(csN, mergeGroups=FALSE)
fit(plmEx, verbose=verbose, ram = 8, force = TRUE)
```

1,

```
cesEx <- getChipEffectSet(plmEx, ram = 8)
ExFit <- extractDataFrame(cesEx, addNames=TRUE)
# Done.
```

In ExFit we have a data.frame with the expression for all the genes in the array. We build the contrast and design matrix using some characteristics of the names of the samples.

```
# Differential analysis of the samples
library(biomaRt)
library(limma)
library(knitr)
library(EventPointer)
library(ggplot2)

# Set Design and Contrast matrices
samplenames <- unlist(strsplit(colnames(ExFit)[6:ncol(ExFit)],"HTA2_", fixed = TRUE))[c(FALSE,TRUE)]
dfDesign <- data.frame(matrix(unlist(strsplit(samplenames, "_"))[c(FALSE,TRUE,FALSE,FALSE)], ncol =1, byrow=TRUE))
colnames(dfDesign) <- c("Treat")
dfDesign$Treat <- relevel(dfDesign$Treat, ref = "LF")

Design <- model.matrix(~ ., data = dfDesign)
Contrast <- c(0,-1,1)
```

Now we are ready to run EventPointer.

```
#####
# Event Pointer
#####

# Alternative Splicing Analysis
Events<-EventPointer(Design=Design, Contrast=Contrast, affy=cesEx, array="HTA", Filter=T)
```

```
## 14:16:23 Running EventPointer
## 14:16:51 Analysis Completed
```

```
opts_chunk$set(fig.width=8, fig.height=6)
```

The Top 10 differentially expressed genes are:

```
Output <- Events[1:10,c(1,3,5,6)]
colnames(Output)[4] <- "Z.value(AS)"
knitr::kable(Output, digits=3)
```

	HGNC Symbol	Event Type	Genomic Position	Z.value(AS)
ENSG00000005810_7	MYCBP2	Complex Event	13:77673020-77695630	-16.703
ENSG00000137807_2	KIF23	Cassette Exon	15:69713986-69714774	16.158
ENSG00000214135_6		Cassette Exon	3:197348575-197350253	16.110
ENSG00000167196_2	FBXO22	Cassette Exon	15:76196323-76205608	14.968
ENSG00000112081_2	SRSF3	Complex Event	6:36566626-36568967	-14.741
ENSG00000092201_4	SUPT16H	Alternative Last Exon	14:21837979-21852105	14.603
ENSG00000147421_9	HMBOX1	Alternative First Exon	8:28902878-28904970	-13.235
ENSG00000240303_12	ACAD11	Complex Event	3:132297677-132298402	-12.989
ENSG00000141027_26	NCOR1	Cassette Exon	17:16052765-16055312	-12.882
ENSG00000115307_6	AUP1	Retained Intron	2:74754863-74755133	-12.526

Within the Events data.frame, one column is the (unadjusted) p.value. By construction, the p.values from genes that are differentially **bold** expressed **bold** are close to one, and for the ones differentially **bold** spliced **bold** are close to zero. For this reason the distribution of the p.values have also a strong peak at 1. 

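In the comparison of SRSF1 siRNA with scramble siRNA, 5692 of the tested events (22.1%) had a p over 0.95, and 16.7% had a p up to 0.05. In 5689 of the events at p over 0.95 the log2 changes of path 1 and path 2 had the same sign, which follows largely from how the test is built. KIF23 holds examples, chosen after their values were seen. In its event ENSG00000137807_12 path 1 fell by 1.07 and path 2 fell by 1.24, and in its event ENSG00000137807_4 path 1 fell by 2.45 and path 2 fell by 0.71, with a p of 1 in both. SUPT16H had such an event too, ENSG00000092201_2, with changes of -0.31 and -1.03 and a p of 0.995. The reference path passed limma's test in 69.9% of the events at p over 0.95, against 28.4% of the events with p between 0.4 and 0.6. Between scramble siRNA and Lipofectamine 2826 events (11.0%) had a p over 0.95.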

Multiple diagnosis adjust must be done cautiously since the shape of the p.value histogram has this peak at zero. Even though the results may not be accurate, the adjst gives an idea on the overall modification of the splicing pattern. The corresponding code is:

```
p.adjusted <- p.adjust(Events$`Splicing Pvalue`[Events$`Splicing Pvalue`], method = "fdr")
```

The number of genes with alternative splicing (FDR < 0.05) is

```
sum(p.adjusted < 0.05)
```

```
## [1] 315
```

Each event has three subregions of the gene assigned to them: the reference and two differential paths. For example, in the case of a cassette exon the reference are the flanking exons, and the two differential paths are the one that skips the exon (the probeset that corresponds to the junction) and the one that retains the exons (the probesets that interrogate the exon itself and the junctions flanking it). The expressions of these paths can be shown. In this case we will do it for the event with the largest statistical significance.

```
opts_chunk$set(fig.width=8, fig.height=6)
unit <- match(rownames(Events[1,]), ExFit$unitName)
Aux <- ExFit[unit:(unit+2),6:ncol(ExFit)]
colnames(Aux) <- samplenames
```

```
rownames(Aux) <- paste(ExFit[unit:(unit+2),1],ExFit[unit:(unit+2),2],sep="")

ggplot(as.data.frame(table(t(Aux))), aes(x = Var1, y = Freq, group = Var2, colour = Var2)) +
  geom_point() +
  geom_line(aes(lty = Var2))+ theme(axis.text.x = element_text(angle = 90, hjust = 1))
```

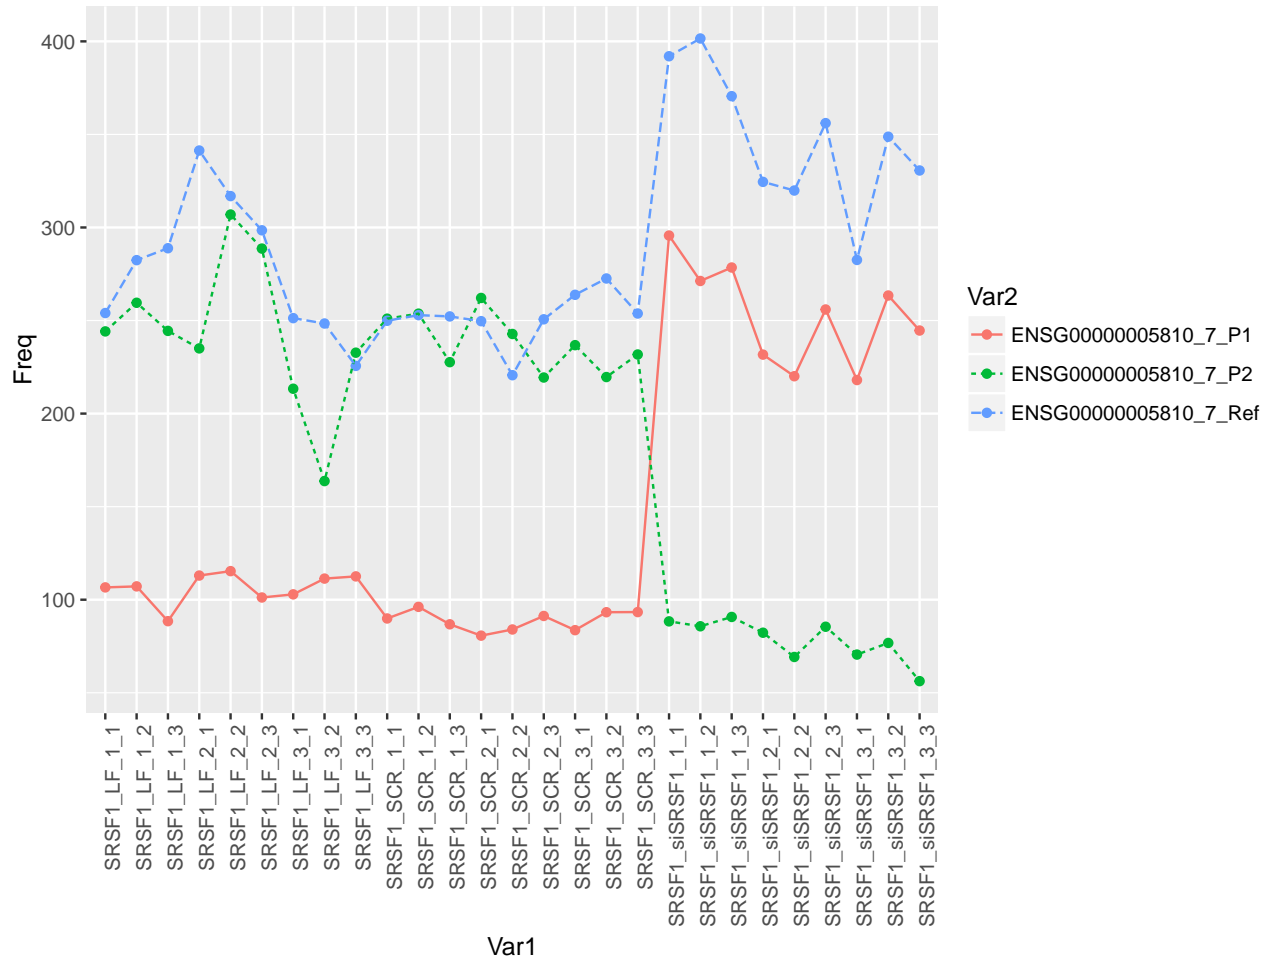

There is a change in the expression in this gene (the blue line that corresponds to the reference is more expressed). In addition and more importantly, there is a change in the usage of the exon: the red line (inclusion) is overexpressed when SRSFS1 is knocked out and the green line (exclusion) is downregulated.

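With SRSF1 siRNA, the event of MYCBP2 on chromosome 13 of GRCh37, from 77673020 to 77695630, moved from path 2 to path 1. Path 1 rose from 6.47 ± 0.05 (SD, n = 3) to 7.98 ± 0.14 (SD, n = 3), by 1.51 on the log2 scale. Path 2 fell from 7.89 ± 0.05 to 6.28 ± 0.20, by 1.62. The reference path rose by 0.46, from 7.97 ± 0.07 to 8.43 ± 0.15. The standard error of each change was 0.11 and the adjusted p from limma was 7.95e-23. In all 3 paths every replicate of SRSF1 siRNA lay beyond every replicate of scramble siRNA. Against Lipofectamine path 1 rose by 1.25 and path 2 fell by 1.63 (adjusted p = 1.43e-19). MYCBP2 had 3 tested events, and the other 2 did not pass.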

Within EventPointer is also possible to check which are the PFAM domains that are altered because of the splicing (i.e. compute the enrichment of usage of the domains correcting for the expression)

```
# Domain Enrichments
Domains<-DomainEnrichment(Events=Events)
```

The results can be shown by:

Upregulated Domains

Domain Enrichments

```
knitr::kable(Domains$UpRegulated_Domain)
```

	Domain	Pvalue	Zvalue	Info
PF00052	PF00052	0.0e+00	7.556239	Laminin B (Domain IV)
PF08373	PF08373	0.0e+00	6.231828	RAP domain
PF00400	PF00400	0.0e+00	6.081891	WD domain, G-beta repeat
PF06008	PF06008	0.0e+00	6.036628	Laminin Domain I
PF06009	PF06009	0.0e+00	5.986839	Laminin Domain II
PF02780	PF02780	0.0e+00	5.974939	Transketolase, C-terminal domain
PF04836	PF04836	0.0e+00	5.969589	Interferon-related protein conserved region
PF05004	PF05004	0.0e+00	5.644528	Interferon-related developmental regulator (IFRD)
PF00038	PF00038	0.0e+00	5.535107	Intermediate filament protein
PF00053	PF00053	0.0e+00	5.458336	Laminin EGF-like (Domains III and V)
PF04732	PF04732	1.0e-07	5.419825	Intermediate filament head (DNA binding) region
PF02893	PF02893	1.0e-07	5.336420	GRAM domain
PF00076	PF00076	1.0e-07	5.307513	RNA recognition motif. (a.k.a. RRM, RBD, or RNP domain)
PF08337	PF08337	1.0e-07	5.272545	Plexin cytoplasmic RasGAP domain
PF02096	PF02096	2.0e-07	5.183030	60Kd inner membrane protein
PF00152	PF00152	6.0e-07	4.989507	tRNA synthetases class II (D, K and N)
PF02210	PF02210	1.7e-06	4.783359	Laminin G domain
PF02779	PF02779	2.0e-06	4.748459	Transketolase, pyrimidine binding domain
PF00884	PF00884	3.4e-06	4.646329	Sulfatase
PF01485	PF01485	3.6e-06	4.631397	IBR domain

Downregulated Domains

Domain Enrichments

```
knitr::kable(Domains$DownRegulated_Domain)
```

	Domain	Pvalue	Zvalue	Info
PF03950	PF03950	0.0002850	-3.628604	tRNA synthetases class I (E and Q), anti-codon binding domain
PF08725	PF08725	0.0002953	-3.619413	Integrin beta cytoplasmic domain
PF07970	PF07970	0.0003411	-3.581933	Endoplasmic reticulum vesicle transporter
PF05821	PF05821	0.0004712	-3.496608	NADH-ubiquinone oxidoreductase ASH1 subunit (CI-ASH1 or NDUF8)
PF04557	PF04557	0.0005325	-3.463845	Glutamyl-tRNA synthetase, non-specific RNA binding region part 2
PF04558	PF04558	0.0005325	-3.463845	Glutamyl-tRNA synthetase, non-specific RNA binding region part 1
PF00749	PF00749	0.0013734	-3.200191	tRNA synthetases class I (E and Q), catalytic domain
PF14913	PF14913	0.0026132	-3.009915	DPCD protein family
PF12755	PF12755	0.0026762	-3.002674	Vacuolar 14 Fab1-binding region
PF10498	PF10498	0.0026917	-3.000920	Intra-flagellar transport protein 57
PF10381	PF10381	0.0040001	-2.878150	Autophagocytosis associated protein C-terminal
PF04427	PF04427	0.0048895	-2.814226	Brix domain
PF00639	PF00639	0.0051955	-2.794654	PPIC-type PPIASE domain
PF03542	PF03542	0.0056809	-2.765655	Tuberin
PF14808	PF14808	0.0058558	-2.755749	TMEM164 family
PF11838	PF11838	0.0061584	-2.739227	ERAP1-like C-terminal domain
PF07965	PF07965	0.0064120	-2.725933	Integrin beta tail domain

	Domain	Pvalue	Zvalue	Info
PF14927	PF14927	0.0064729	-2.722814	Neurensin
PF11916	PF11916	0.0065669	-2.718044	Vacuolar protein 14 C-terminal Fig4p binding
PF01549	PF01549	0.0070537	-2.694297	ShK domain-like

Events are annotated with domains by using a sparse Matrix. This code shows how to access this annotation matrix.

```
data(DomainsEvents)
str(DomainsEvents)

## Formal class 'dgCMatrix' [package "Matrix"] with 6 slots
##  ..@ i      : int [1:130186] 3153 431 1091 1813 37 2885 4643 4674 877 1164 ...
##  ..@ p      : int [1:141773] 0 1 1 4 8 11 12 14 14 15 ...
##  ..@ Dim     : int [1:2] 5505 141772
##  ..@ Dimnames:List of 2
##  .. ..$ : chr [1:5505] "PF00001" "PF00002" "PF00003" "PF00004" ...
##  .. ..$ : chr [1:141772] "ENSG00000126215_9_PathA" "ENSG00000075711_32_PathA" "ENSG00000108509_3_Pa
##  ..@ x      : num [1:130186] 1 1 1 1 1 1 1 1 1 1 ...
##  ..@ factors : list()
```

We can get a subset of this matrix with the domains that are found to be upregulated or downregulated.

```
UpMatrix <- DomainsEvents[rownames(Domains$UpRegulated_Domain),]
UpMatrix <- UpMatrix[,which(colSums(UpMatrix) > 0)]

DnMatrix <- DomainsEvents[rownames(Domains$DownRegulated_Domain),]
DnMatrix <- DnMatrix[,which(colSums(DnMatrix) > 0)]
```

We can get the number of genes annotated to each of the domains

```
rowSums(UpMatrix)

## PF00052 PF08373 PF00400 PF06008 PF06009 PF02780 PF04836 PF05004 PF00038
##      50      32     1522      35      40      51      22      25     112
## PF00053 PF04732 PF02893 PF00076 PF08337 PF02096 PF00152 PF02210 PF02779
##     188      14      113      815      72      11      18     250      83
## PF00884 PF01485
##      74      82
```

```
rowSums(DnMatrix)

## PF03950 PF08725 PF07970 PF05821 PF04557 PF04558 PF00749 PF14913 PF12755
##      23      37      14       9      15      15      28       8      11
## PF10498 PF10381 PF04427 PF00639 PF03542 PF14808 PF11838 PF07965 PF14927
##       7       7      27       6      23       9      40      39       3
## PF11916 PF01549
##       6       8
```

Some of the domains are ubiquitous (i.e. many genes are annotated to them).

Events related with Upregulated Domains

It is interesting to find out which are the representative genes within each domain according to the p.value of their splicing events.

```
library(doby)
namesEventsDomains <- unlist(strsplit(colnames(UpMatrix), "_Path"))[c(TRUE, FALSE)]
codeEvent <- match(namesEventsDomains, rownames(Events))

for (n in 1:nrow(UpMatrix)) {
  df <- Events[sort(codeEvent[which(UpMatrix[n,]>0))][1:15],]
  df <- df[!is.na(df[,1]),]
  colnames(df) <- c("Symbol", "EnsemblID", "Type", "Number", "Position", "Z.value", "P.value")
  Output <- summaryBy(P.value ~ Symbol, FUN = min, data = df, id = ~ Position + Type)
  selected <- which(Output$P.value.min < 0.05)
  if(length(selected) > 0) {
    Output <- Output[selected,,drop = FALSE]
    cat(sprintf("\n#### %s ####\n", rownames(UpMatrix)[n]))
    print(knitr::kable(Output))
  } else {
    cat(sprintf("\n#### %s ####\n", rownames(UpMatrix)[n]))
    cat("\nNo events with significantly altered domains.\n")
  }
}
```

PF00052

Symbol	P.value.min	Position	Type
HSPG2	0.0071701	1:22174182-22174451	Retained Intron
LAMA5	0.0001224	20:60893899-60898912	Alternative First Exon

PF08373

	Symbol	P.value.min	Position	Type
1	FASTK	0.000000	7:150776587-150777877	Complex Event
3	TBRG4	0.022787	7:45142932-45143807	Alternative Last Exon

PF00400

Symbol	P.value.min	Position	Type
BCAS3	0	17:58964411-58967103	Alternative First Exon
DCAF6	0	1:167973771-168007726	Complex Event
NBEAL1	0	2:204055015-204082073	Alternative Last Exon
PLRG1	0	4:155458438-155459234	Alternative First Exon
RPTOR	0	17:78599491-78681799	Cassette Exon
SEC13	0	3:10342645-10345718	Complex Event
WDR77	0	1:111991352-111991874	Alternative First Exon

PF06008

Symbol	P.value.min	Position	Type
LAMA5	0.0001224	20:60893899-60898912	Alternative First Exon

PF06009

Symbol	P.value.min	Position	Type
LAMA5	0.0001224	20:60893899-60898912	Alternative First Exon
TPM3	0.0002883	1:154148604-154155479	Complex Event

PF02780

Symbol	P.value.min	Position	Type
PDHB	6e-07	3:58416570-58417355	Complex Event
TKT	0e+00	3:53258730-53259947	Complex Event

PF04836

Symbol	P.value.min	Position	Type
2 IFRD2	6e-07	3:50326231-50326694	Alternative Last Exon

PF05004

Symbol	P.value.min	Position	Type
2 IFRD2	6e-07	3:50326231-50326694	Alternative Last Exon

PF00038

	Symbol	P.value.min	Position	Type
1	KRT18	0.0055119	12:53342670-53343374	Alternative First Exon
3	KRT80	0.0000172	12:52579163-52579533	Alternative First Exon
4	LMNA	0.0004448	1:156084513-156084838	Complex Event
5	VIM	0.0000000	10:17272649-17275681	Alternative First Exon

PF00053

Symbol	P.value.min	Position	Type
AGRN	0.0054115	1:982707-983067	Alternative First Exon
HSPG2	0.0071701	1:22174182-22174451	Retained Intron
LAMA5	0.0001224	20:60893899-60898912	Alternative First Exon
LAMB2	0.0000317	3:49159596-49160485	Complex Event
MEGF11	0.0016379	15:66416237-66545995	Complex Event

PF04732

	Symbol	P.value.min	Position	Type
2	VIM	0	10:17272649-17275681	Alternative First Exon

PF02893

	Symbol	P.value.min	Position	Type
	GRAMD1A	0.0251189	19:35485688-35500233	Alternative First Exon
	SBF1	0.0000614	22:50893910-50895102	Alternative First Exon
	SBF2	0.0000363	11:9830459-9834181	Alternative First Exon
	TBC1D8	0.0036033	2:101644807-101646238	Alternative Last Exon
	TBC1D8B	0.0162141	X:106096751-106108857	Cassette Exon
	TBC1D9B	0.0022355	5:179321459-179331812	Cassette Exon

PF00076

	Symbol	P.value.min	Position	Type
	EIF3B	0	7:2414163-2415162	Retained Intron
	HNRNPA2B1	0	7:26232115-26235529	Alternative Last Exon
	HNRNPDL	0	4:83347190-83348344	Cassette Exon
	NONO	0	X:70503544-70510641	Complex Event
	PSPC1	0	13:20251864-20304484	Complex Event
	RBM42	0	19:36122233-36128543	Alternative Last Exon
	RBM47	0	4:40440815-40468662	Cassette Exon
	SRSF2	0	17:74730385-74731218	Complex Event
	SRSF5	0	14:70235907-70237257	Complex Event
	SRSF7	0	2:38977156-38978424	Alternative First Exon
	TRA2A	0	7:23561326-23571595	Alternative First Exon

PF08337

	Symbol	P.value.min	Position	Type
1	PLXNB1	0.0352431	3:48454478-48455167	Complex Event
2	PLXNB2	0.0039110	22:50720436-50721309	Complex Event
4	PLXND1	0.0000000	3:129284835-129288800	Alternative Last Exon

PF02096

	Symbol	P.value.min	Position	Type
	COX18	4.30e-06	4:73933746-73935409	Complex Event
	OXA1L	8.44e-05	14:23235928-23236618	Complex Event

PF00152

	Symbol	P.value.min	Position	Type
1	DARS	8.82e-05	2:136736844-136743062	Complex Event
3	NARS	0.00e+00	18:55269587-55270175	Retained Intron

PF02210

	Symbol	P.value.min	Position	Type
	CELSR1	0.0105847	22:46772958-46860242	Alternative First Exon
	COL5A1	0.0022157	9:137717638-137722022	Complex Event
	FAT1	0.0085019	4:187629517-187645009	Alternative First Exon
	HSPG2	0.0071701	1:22174182-22174451	Retained Intron
	LAMA5	0.0001224	20:60893899-60898912	Alternative First Exon
	SLIT1	0.0011689	10:98758105-98819288	Complex Event

PF02779

	Symbol	P.value.min	Position	Type
2	PDHB	6e-07	3:58416570-58417355	Complex Event
3	TKT	0e+00	3:53258730-53259947	Complex Event

PF00884

	Symbol	P.value.min	Position	Type
	ARSA	0.0000962	22:51065984-51066583	Alternative First Exon
	ARSD	0.0000608	X:2822959-2825673	Complex Event
	ARSE	0.0004216	X:2878419-2882305	Alternative 3' Splice Site
	SGSH	0.0000000	17:78188522-78190991	Cassette Exon
	SULF2	0.0000008	20:46331263-46386075	Complex Event

PF01485

	Symbol	P.value.min	Position	Type
1	ANKIB1	0.0000000	7:92020480-92025790	Complex Event
2	ARIH2	0.0000006	3:49008100-49011249	Complex Event
3	CUL9	0.0000038	6:43183896-43188219	Alternative 5' Splice Site
7	RNF31	0.0232970	14:24627376-24629616	Cassette Exon

Events related with Downregulated Domains

Similarly, for the downregulated domains,

```
library(doBy)
namesEventsDomains <- unlist(strsplit(colnames(DnMatrix), "_Path"))[c(TRUE, FALSE)]
codeEvent <- match(namesEventsDomains, rownames(Events))

for (n in 1:nrow(DnMatrix)) {
```

```

df <- Events[sort(codeEvent[which(DnMatrix[n,]>0))][1:15],]
df <- df[!is.na(df[,1]),]
colnames(df) <- c("Symbol","EnsemblID","Type","Number","Position","Z.value","P.value")
Output <- summaryBy(P.value ~ Symbol, FUN = min, data = df, id = ~ Position + Type)
selected <- which(Output$P.value.min < 0.05)
if(length(selected) >0) {
  Output <- Output[selected,,drop = FALSE]
  cat(sprintf("\n#### %s ####\n",rownames(DnMatrix)[n]))
  print(knitr::kable(Output))
} else {
  cat(sprintf("\n#### %s ####\n",rownames(DnMatrix)[n]))
  cat("\nNo events with significantly altered domains.\n")
}
}

```

PF03950

Symbol	P.value.min	Position	Type
QARS	0.0417099	3:49135786-49136125	Complex Event

PF08725

Symbol	P.value.min	Position	Type
ITGB1	0	10:33224420-33247124	Alternative First Exon

PF07970

Symbol	P.value.min	Position	Type
ERGIC1	0.0007627	5:172341717-172351064	Complex Event
ERGIC3	0.0000000	20:34130072-34130349	Alternative First Exon

PF05821

Symbol	P.value.min	Position	Type
NDUFB8	3.05e-05	10:102286156-102289614	Alternative Last Exon

PF04557

Symbol	P.value.min	Position	Type
QARS	0.0417099	3:49135786-49136125	Complex Event

PF04558

Symbol	P.value.min	Position	Type
QARS	0.0417099	3:49135786-49136125	Complex Event

Symbol	P.value.min	Position	Type

PF00749

Symbol	P.value.min	Position	Type
2 QARS	0.0417099	3:49135786-49136125	Complex Event

PF14913

Symbol	P.value.min	Position	Type
DPCD	0.0074906	10:103348089-103354458	Alternative Last Exon

PF12755

Symbol	P.value.min	Position	Type
KIAA0368	8.2e-06	9:114213705-114246337	Complex Event

PF10498

Symbol	P.value.min	Position	Type
IFT57	0.0159676	3:107937382-107941207	Complex Event

PF10381

Symbol	P.value.min	Position	Type
ATG3	0.0016924	3:112251369-112253184	Retained Intron

PF04427

Symbol	P.value.min	Position	Type
2 PPAN	0.0217555	19:10221621-10225414	Complex Event

PF00639

Symbol	P.value.min	Position	Type
PIN1	0.0141749	19:9958706-9959871	Alternative Last Exon

PF03542

Symbol	P.value.min	Position	Type
TSC2	1e-07	16:2108748-2112518	Complex Event

PF14808

Symbol	P.value.min	Position	Type
TMEM164	0.0001721	X:109245915-109247392	Complex Event

PF11838

No events with significantly altered domains.

PF07965

Symbol	P.value.min	Position	Type
ITGB1	0	10:33224420-33247124	Alternative First Exon

PF14927

No events with significantly altered domains.

PF11916

No events with significantly altered domains.

PF01549

No events with significantly altered domains.

GO enrichment analysis

It can be interesting to see the functions of the genes that present differential alternative splicing. The GO enrichment analysis requires an additional step if compared with the analysis of gene expression. Since a gene may have several splicing events, the events must be summarized for every gene to have a single value in order to perform the analysis. One reasonable possibility is to take minimum p.value of all the events within a gene.

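By the event of smallest p, 16.7% of the genes with a tested event changed in splicing between SRSF1 siRNA and scramble siRNA. Of 1670 such genes whose expression was tested too, 1149 (68.8%) also changed in expression, against 53.6% of the genes without an event that passed. KIF23, FBXO22, SRSF3, SUPT16H, HMBOX1 and AUP1 changed in splicing and were lower in expression, and MYCBP2, AC024560.3 and ACAD11 were higher. NCOR1 changed in splicing and did not pass the test in expression. Genes with more events have more chances of a small p, and the 2 shares were not matched for it. Both tests are limma's at an adjusted p under 0.05, and terms of the Gene Ontology were not analysed here.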

```
Genes <- Events
colnames(Genes) <- c("Symbol", "EnsemblID", "Type", "Number", "Position", "Z.value", "P.value")
GenesShort <- summaryBy(P.value ~ EnsemblID, FUN = min,
                        data = Genes, id = ~ Position + Type)
names <- GenesShort$EnsemblID
GenesShort <- GenesShort$P.value.min
names(GenesShort) <- names
```

Now we can run a GO enrichment analysis

```
# GO enrichment analysis
library(org.Hs.eg.db)
library(topGO)

# Select anyone with AS (p.value < 1e-3)
GOdata <- new("topGOdata", ontology = "BP", allGenes = GenesShort,
```

```

geneSel = function(x) x < 1e-3,
description = "Test", annot = annFUN.org, mapping = "org.Hs.eg.db",
ID = "Ensembl")
resultFisher <- runTest(GOdata, algorithm = "weight01", statistic = "fisher")

```

And display the results.

```
knitr::kable(GenTable(GOdata, wFisher = resultFisher, topNodes = 20))
```

GO.ID	Term	Annotated	Significant	Expected	wFisher
GO:0043488	regulation of mRNA stability	94	35	14.74	4.6e-06
GO:0043687	post-translational protein modification	308	76	48.30	0.00011
GO:0090263	positive regulation of canonical Wnt sig...	85	26	13.33	0.00040
GO:0090557	establishment of endothelial intestinal ...	6	5	0.94	0.00049
GO:0051437	positive regulation of ubiquitin-protein...	53	18	8.31	0.00078
GO:0016925	protein sumoylation	86	26	13.49	0.00080
GO:0051262	protein tetramerization	66	18	10.35	0.00091
GO:0007050	cell cycle arrest	159	41	24.93	0.00094
GO:0043928	exonucleolytic nuclear-transcribed mRNA ...	19	9	2.98	0.00116
GO:0032508	DNA duplex unwinding	40	14	6.27	0.00119
GO:0000398	mRNA splicing, via spliceosome	206	56	32.30	0.00144
GO:0048208	COPII vesicle coating	43	15	6.74	0.00154
GO:0048025	negative regulation of mRNA splicing, vi...	17	8	2.67	0.00231
GO:0006554	lysine catabolic process	7	5	1.10	0.00263
GO:0034427	nuclear-transcribed mRNA catabolic proce...	5	4	0.78	0.00264
GO:0010975	regulation of neuron projection developm...	237	40	37.17	0.00264
GO:0006369	termination of RNA polymerase II transcr...	37	13	5.80	0.00290
GO:0051974	negative regulation of telomerase activi...	11	6	1.72	0.00333
GO:0008152	metabolic process	6401	1075	1003.79	0.00348
GO:0018279	protein N-linked glycosylation via aspar...	163	39	25.56	0.00367

These functions are in line with the known functions of SRSF1 (for a thorough review, see *italics* The translational landscape of the splicing factor SRSF1 and its role in mitosis *italics*, Caceres et. al., eLife, DOI: 10.7554/eLife.02028.001).

Dependencies

- aroma.affymetrix Microarray pre-processing
- limma Statistical framework
- Matrix Sparse Matrices
- matrixStats Statistical functions on matrices
- dcGOR Protein Domains

Session Info

```
sessionInfo()
```

```
## R version 3.3.0 beta (2016-04-04 r70420)
```

```

## Platform: x86_64-apple-darwin13.4.0 (64-bit)
## Running under: OS X 10.11.4 (El Capitan)
##
## locale:
## [1] en_US.UTF-8/en_US.UTF-8/en_US.UTF-8/C/en_US.UTF-8/en_US.UTF-8
##
## attached base packages:
## [1] parallel stats4      stats      graphics  grDevices  utils      datasets
## [8] methods   base
##
## other attached packages:
## [1] topGO_2.23.4           SparseM_1.7            GO.db_3.3.0
## [4] graph_1.49.1           org.Hs.eg.db_3.3.0     AnnotationDbi_1.33.13
## [7] IRanges_2.5.46         S4Vectors_0.9.52       Biobase_2.31.3
## [10] BiocGenerics_0.17.5    doBy_4.5-15            EventPointer_1.0
## [13] dcGOR_1.0.6            dnet_1.0.8             supraHex_1.9.0
## [16] hexbin_1.27.1          igraph_1.0.1           matrixStats_0.50.2
## [19] Matrix_1.2-5           limma_3.27.19          biomaRt_2.27.2
## [22] aroma.light_3.1.1      aroma.affymetrix_3.0.0 aroma.core_3.0.0
## [25] R.devices_2.14.0       R.filesets_2.10.0      R.utils_2.3.0
## [28] R.oo_1.20.0            ggplot2_2.1.0          affxparser_1.43.2
## [31] R.methodsS3_1.7.1      knitr_1.12.3           BiocInstaller_1.21.4
##
## loaded via a namespace (and not attached):
## [1] Rcpp_0.12.4.5          ape_3.4                lattice_0.20-33         listenv_0.6.0
## [5] digest_0.6.9           plyr_1.8.3             RSQLite_1.0.0           evaluate_0.8.3
## [9] R.huge_0.9.0           highr_0.5.1            Rgraphviz_2.15.0        rmarkdown_0.9.5
## [13] labeling_0.3           stringr_1.0.0          RCurl_1.95-4.8          munsell_0.4.3
## [17] base64enc_0.1-4        aroma.apd_0.6.0         R.rsp_0.21.0            globals_0.6.1
## [21] htmltools_0.3.5        DNACopy_1.45.0          codetools_0.2-14        XML_3.98-1.4
## [25] future_0.13.0          MASS_7.3-45            bitops_1.0-6            grid_3.3.0
## [29] nlme_3.1-127           gtable_0.2.0           DBI_0.3.1               magrittr_1.5
## [33] formatR_1.3            scales_0.4.0           stringi_1.0-1           PSCBS_0.61.0
## [37] tools_3.3.0           R.cache_0.12.0         yaml_2.1.13             colorspace_1.2-6

```

Authors

Juan Pablo Romero () : Bioinformatics Group, CEIT, San Sebastian, Spain
 Angel Rubio : Bioinformatics Group, CEIT, San Sebastian, Spain
 Ander Muniategui : Bioinformatics Group, CEIT, San Sebastian, Spain

# Supplementary material for: EventPointer: an effective identification of alternative splicing events using junction arrays
**Source:** BMC Genomics. 2016 Jun 17;17:467. doi: 10.1186/s12864-016-2816-x
**Supplement:** Additional file 4: — Table with primers used for validation and sizes of the expected splicing variants.

Table S1. Primers used for validation and sizes of the sizes of the expected splicing variants

# Supplementary material for: EventPointer: an effective identification of alternative splicing events using junction arrays
**Source:** BMC Genomics. 2016 Jun 17;17:467. doi: 10.1186/s12864-016-2816-x
**Supplement:** Additional file 5: — Results for top-ranked events according to TAC 3.0.

Table S2. First events ranked according to the Splicing Index by TAC 3.0.

| Gene | Genomic Position | Splicing Index | Type | PSR/Junction |
| --- | --- | --- | --- | --- |
| HNRNPH3 | 13:70090931- 70102953 | 37.75 |  | Junction |
| NRG1 | 15:31496902- 32622558 | -24.66 |  | Junction |
| KIF23 | 3:69706585 - 69740764 | 16.67 |  | Junction |
| NRG1 | 15:31496902 - 32622558 | -16.49 | Cassette Exon | PSR |
| NOL8 | 6:95059640 - 95087876 | 15.97 |  | Junction |
| NAA50 | 14:113435307- 113465147 | 14.35 |  | Junction |
| DDAH1 | 8:85784168 - 86044046 | 13.45 | Cassette Exon | PSR |
| HNRNPH1 | 3:179041179- 179061785 | 13.03 |  | Junction |
| GREB1 | 17:11674242 - 11782914 | 13.02 |  | Junction |
| CYP2C9 | 2:33038100 - 33138722 | 12.39 |  | Junction |

Table S3. First events ranked according to the Splicing Index by AltAnalyze.

| Gene | Probeset Locations | ASPIRE |
| --- | --- | --- |
| NRG1 | chr8:32579560-32585467(+)\|chr8:32463201-32585467(+) | 0,723279976 |
| TXNRD1 | chr12:104703629-104703877(+)\|chr12:104684882-104705068(+) | -0,68285044 |
| NRG1 | chr8:32579363-32579560(+)\|chr8:32463201-32585467(+) | 0,651647335 |
| RP11-773D16.1 | chr10:81565894-81574353(-)\|chr10:81568735-81574353(-) | 0,639581295 |
| KIF23 | chr15:69733418-69737129(+)\|chr15:69733418-69738348(+) | 0,613240535 |
| HMBOX1 | chr8:28903817-28903933(+)\|chr8:28902960-28904875(+) | -0,606337523 |
| PARPBP | chr12:102548605-102549062(+)\|chr12:102547754-102558216(+) | -0,584156296 |
| FAM114A1 | chr4:38870167-38879692(+)\|chr4:38869455-38879692(+) | -0,580500032 |
| AC024560.3 | chr3:197348755-197350075(-)\|chr3:197348755-197349042(-) | -0,570439834 |
| MFF | chr2:228212100-228220393(+)\|chr2:228205096-228217230(+) | 0,561452427 |

# Supplementary material for: EventPointer: an effective identification of alternative splicing events using junction arrays
**Source:** BMC Genomics. 2016 Jun 17;17:467. doi: 10.1186/s12864-016-2816-x
**Supplement:** Additional file 8: — Supplementary methods. Detection and classification of events.

**Detection and Classification of events**

**Mapping.** The probes included in HTA 2.0 array from Affymetrix are mapped against the human transcriptome (Ensembl 75) using Bowtie 2.0. 

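In the deposited signals, 4383 events (5.96%) had the same values in every path and hybridization as another event. They form 2179 sets of events, and 2178 of these sets join different gene IDs. With each set counted once, 2204 repeats drop out and 71350 events remain. None of the events of MYCBP2, KIF23, AC024560.3, FBXO22, SRSF3, SUPT16H, HMBOX1, ACAD11, NCOR1 and AUP1 was among the repeats dropped. Leaving repeats out could not change their values, and with p-values this small it could hardly change their calls, which stayed. Whether any of them shares its values with a dropped repeat is not given here. A gene that shares all the probes of an event with another gene cannot be given that event with certainty.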

Multimapping probes, those that map against more than 3 genes, are removed since they are considered to be non-informative.

**Construction of the splicing graph.** The Splicing Graph (SG)[25] is a directed graph used to represent the structure of a gene. The nodes are here called pseudoexons. We define pseudoexon as a contiguous region of the genome that belongs to exactly the same set of transcripts for a given transcriptome (in our case Ensembl 74). For example, if an AS event is an alternative 5’ site, the exon involved is split into two contiguous, non-overlapping smaller pseudoexons.

How the deposited data were processed for this re-analysis (not part of the article)

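The experiment measured RNA of A549 cells on Affymetrix HTA 2.0 arrays in 3 conditions, Lipofectamine alone, scramble siRNA and SRSF1 siRNA. Each condition had 3 biological replicates with 3 hybridizations each, 27 in all. The label of every column gives its condition, a sample number and a replicate number. The sample number was taken as the biological replicate and the replicate number as the hybridization. The sources do not say which number is which, so every SD and standard error here rests on this choice. The authors mapped the probes to a human transcriptome (Ensembl 74 in the methods and Ensembl 75 in Additional file 8) with Bowtie 2.0, dropped probes that hit more than 3 genes and grouped the others by the paths of splicing events. The authors corrected the background, normalized the arrays together by quantiles and summarized each path with RMA in aroma.affymetrix 3.0.0, so the deposited values are log2 signals, 1 for each path and hybridization. Their fit used limma 3.27.19.

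The values were used as deposited, with no further normalization. The log2 signals of the 3 hybridizations of a replicate were averaged, which gave 9 samples, and the 3 conditions were fitted in limma 3.58.1 under R 4.3.3 with data.table 1.17.8. The 3 paths of an event entered one model with the design matrix of the methods, with a shared spread for the paths. The prior and residual degrees of freedom came to 26.1. For each event, the one-sided p-values for a rise of path 1 and a fall of path 2, and for the reverse, were summed and referred to the triangular distribution, as in the methods. P-values were adjusted by the method of Benjamini and Hochberg over the events tested, at an adjusted p under 0.05. The paper's printed code turns on the filter on expression without its quantile, so the 25% quantile was chosen here before the data were examined. For expression, the log2 signals of the reference paths of a gene were averaged and tested with limma and the same adjustment.

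The main comparison was SRSF1 siRNA with scramble siRNA, and scramble siRNA with Lipofectamine was tested in the same fit. The labels give each condition the sample numbers 1, 2 and 3, taken here as replicate numbers. Deviations from the condition means were compared across events to see whether the numbers pair the samples. For scramble siRNA and Lipofectamine, the samples of the same number correlated at 0.282, 0.287 and 0.396, so the number was taken to pair them, and the fit with the number as a block is given beside that comparison. For SRSF1 siRNA and Lipofectamine they correlated at 0.190, 0.110 and 0.171, which pairs them by the same rule, every correlation over 0.1. These correlations are across events, which are not independent replicates.

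The rule for named genes was written before the data were examined but after the values in the paper's tables had been seen. It asked for the 10 events that Additional file 2 lists by ID, the other genes of the paper's tables, SRSF1, the events and genes with the largest changes, and members of 15 gene lists. Of the 16733 gene IDs, 0 matched the reference table of gene names used here, and names were taken from the paper for those 10 events, 1 of them (AC024560.3) through its position in Table 3. Additional file 1 pairs 13 more IDs with names, all of noncoding RNAs, and 0 of them matched the gene IDs used here. All other parts of the rule that need a name were not run, the gene lists included, and SRSF1, the other genes of Table 2, the protein domains and the long noncoding RNAs of Additional file 1 were not analysed here. Genes without a name are given by ID, for the 2 largest rises and the 2 largest falls in expression. Event types and positions are the paper's, on the assembly of its transcriptome, GRCh37.

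Each step was tested on simulated data before use, drawn for the comparison of SRSF1 siRNA with scramble siRNA. Of the events with opposite changes, 98 of 100 were called at a log2 change of 0.5 and 100 of 100 at 1.0. Of 100 events with all paths changed alike, 0 were called at either size, and 21 of 25405 unchanged events were called. Beside 98 and 100 right calls, these 21 were a larger share of all calls than the adjusted p threshold aims for. The share of false calls among the events called in the data was not measured and may exceed that threshold too. Events with a change in only 1 path were not simulated, so the rate of calls among such events was not measured. With a strong change in 1 path, the p of the event is near the square of the other path's one-sided p. An event can then pass with a modest p in the other path, so some calls may rest on a change in only 1 path. For expression over 12545 genes, 92 of 100 changed genes were called at 0.5 and 99 of 100 at 1.0, with 12 of 12345 unchanged genes. Shares of events are given with exact Clopper-Pearson 95% intervals where they were tested. These intervals count events as independent, which they are not, and do not measure variation between replicates. The alternatives tried were single hybridizations or all of them as arrays, blocks for the replicate, other filters, further normalization, other contrasts and other ways of joining the one-sided p-values, another control, other values per gene, and each replicate left out in turn. Repeated events left out, 27 hybridizations without a filter, 1 hybridization left out, and the block with Lipofectamine as the control were added after the data were seen.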

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

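Of the tests in this part, the test of chance differences between replicates was chosen after its result was seen.

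Transfection with scramble siRNA by itself, which the paper does not report on, went with changes in splicing and expression against Lipofectamine alone. In limma, 71 events passed, 31 with path 1 up and 40 with path 2 up, and 192 events had an unadjusted p under 0.001. None of the 10 named events was among them, each with an adjusted p of 1. With the replicate number as a block, 191 events passed. The count was 24 without scramble siRNA replicate 2, 36 without Lipofectamine replicate 3, 142 without Lipofectamine replicate 2, and 2 with the larger of the one-sided p-values. Expression differed in 2527 genes, 1396 higher and 1131 lower with scramble siRNA, 3465 passed with the block, and 1525 without scramble siRNA replicate 2. The change was over 2-fold in 13 of the higher and 17 of the lower genes. Of the named genes, FBXO22 rose by 0.44 (adjusted p = 0.00342), NCOR1 fell by 0.19 (adjusted p = 0.0415) and AUP1 fell by 0.18 (adjusted p = 0.0230). These 3 results are from the fit without the block. The 10 splits of 3 against 3 replicates are too few for a share under 0.05. The real split gave 71 events and 2527 genes, and 1 split was as large, the real one itself. The highest count of any other split was 9 events and 0 genes. These splits are without the block. Of the 10 splits 4 part all 3 pairs, and with the block the real one of them gave 191 events and 3465 genes and the highest other gave 0 and 0, while the remaining splits leave pairs together.

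Events that differed between scramble siRNA and Lipofectamine tended to move the other way with SRSF1 siRNA, and of the 71 events 30 also passed between SRSF1 siRNA and scramble siRNA, 27 in the opposite direction and 3 in the same, where independent lists would share 3.00 and 2.93, and with the block 67 and 6 of its 191 events, against 8.00 and 7.95. Without the block, unchanged groups simulated against the shared control gave too few calls to share any (0), and at p under 0.001 all 39 of their events moved the other way (100%), against 151 of 192 (78.6%) in the data, and with the block and simulated replicate effects 50 of 51 did (98.0%), against 207 of 270 (76.7%). Noise of the hybridizations that both comparisons share was argued against, since with different hybridizations of the scramble siRNA replicates 75.3% of 291 events at p under 0.001 still moved the other way (exact 95% interval 69.9% to 80.1%). The intervals here count events as independent, although all of them come from the same 3 scramble siRNA replicates. Of the 71 events 53 moved the other way (74.6%, exact 95% interval 62.9% to 84.2%), which chance differences of the 3 scramble siRNA replicates and an effect of the scramble siRNA itself both predict, and 3 replicates cannot be divided into separate controls to tell them apart. Without the block, the changes of the paths in the 2 comparisons had a covariance of -0.0315 across events, against -0.00980 in the simulation, and a correlation of -0.347 against -0.502.

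The first hybridization of Lipofectamine replicate 1 stood apart from the other hybridizations of its condition. Its mean correlation with them was 0.976, the nearest other hybridization had 0.982, and this gap was 0.665 of the whole range, over the 95% critical value of Dixon's test for 9 samples. It was 1 of 12 such ends examined, and chance passes the limit in about 5% of groups.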

How the results depend on the processing

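Of the alternatives, 27 hybridizations without a filter, repeated events left out, the left-out Lipofectamine hybridization and Lipofectamine as the control with the block were chosen after the data were seen. The 10 named events kept their direction and their call in all 167 values, and the 10 named genes kept theirs in all 150. The events of KIF23, HMBOX1 and ACAD11 are not tested with the filter at the 50% quantile. The 10 events were taken from the paper's ranking of these same arrays, so their stable calls are no separate evidence. The size of changes in expression moved over 1.5 times with the mean of all paths in KIF23 (-0.80), AC024560.3 (0.21), FBXO22 (-0.42), SRSF3 (-0.28), SUPT16H (-0.35), ACAD11 (0.42) and AUP1 (-0.11, adjusted p = 0.0486), with the median of the reference paths in MYCBP2 (0.81), and in NCOR1, which did not pass, with 1 replicate left out (0.02 to 0.10). Genes that differed between SRSF1 siRNA and scramble siRNA stayed within 1.5 times of 6972 in all 24 alternatives, from 4834 to 8044. Counts of events moved more, and the cause was not tested except where fewer arrays or events enter. Events that passed between SRSF1 siRNA and scramble siRNA, 2156 or 1554 at p under 0.001, stayed within 1.5 times in 19 of 28 alternatives. They were 1223 and 959 with hybridization 1 only, 1061 and 910 with hybridization 2 only, and 992 and 838 with hybridization 3 only, at 1 array per replicate. They were 4039 and 3091 with no filter, 747 and 561 with the filter at the 50% quantile, and 409 and 424 with the larger of the one-sided p-values. The beta5 contrast gave 7928 and 5140, the beta4 contrast 4713 and 3153, and 27 hybridizations with no filter 5198 and 3873. Leaving out 1 replicate gave 1488 to 2343 and 1143 to 1679. Between scramble siRNA and Lipofectamine, 71 events stayed within 1.5 times in 8 of 19 alternatives. They were 242 with 27 hybridizations as arrays, 136 with the replicate as a random block, 135 with no filter, 43 with the filter at the 50% quantile, 29 with the spread of each path by itself, 2 with the larger p-value (path 1 up in both) and 461 with 27 hybridizations and no filter. Leaving out 1 replicate gave 24 to 142, with 24 without scramble siRNA replicate 2, 142 without Lipofectamine replicate 2 and 36 without Lipofectamine replicate 3. The 2527 genes of that comparison became 4555 with 27 hybridizations as arrays and 1525 to 2535 with 1 replicate left out, with 1525 without scramble siRNA replicate 2. Without the Lipofectamine hybridization that stood apart, the counts were 2232, 1598, 88, 7184 and 2764.

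With the replicate number as a block, 2535 events passed between SRSF1 siRNA and scramble siRNA, 1789 had p under 0.001 and 7501 genes passed. Samples of the same number correlated there at 0.128, 0.103 and 0.041, and each scramble siRNA sample correlated best with its own number except replicate 3, so the number was not taken to pair them. Yet the same rule paired both conditions with Lipofectamine by these numbers, so the choices do not fully match. The main counts rest on the fit without this block. With Lipofectamine as the control of SRSF1 siRNA, 1569 events and 6502 genes passed, and 1879 and 7040 with the block. Between scramble siRNA and Lipofectamine the block gave 191 events and 3465 genes and changed the call of no named event or gene of the main comparison. Shifts of the 15 gene lists and their alternatives were not run, because the lists need gene names. The files give no signal over background, so weak paths are limited only by the filter on expression.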

Differences from the paper's values

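At an unadjusted p under 0.001, 1554 events passed here and the paper's count is 3718. Of the alternatives set before the data were examined, no filter (3091), the beta5 contrast (5140) and the beta4 contrast (3153) come within 1.5 times of the paper's count, and the others do not. With 27 hybridizations as arrays and no filter, a setting chosen after seeing the values, the count is 3873. With each set of repeated events counted once in that setting, the count is 3735. Without a filter none of the paper's 10 listed events can drop out.

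At an adjusted p under 0.05, 2156 events passed here and the paper's count in Additional file 2 is 315. Of the alternatives set before the data were examined, only the larger of the one-sided p-values (409) comes within 1.5 times.

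For KIF23 the p of the event was 4.32e-30 here and the paper's value is 1.00e-58. The z-values of the 10 events that Additional file 2 lists were smaller in size here, with the same sign in all 10. They were -10.709 here and -16.703 in the paper for MYCBP2, 11.397 and 16.158 for KIF23, 11.217 and 16.110 for AC024560.3, 9.801 and 14.968 for FBXO22, and -9.666 and -14.741 for SRSF3. They were 9.607 here and 14.603 in the paper for SUPT16H, -9.273 and -13.235 for HMBOX1, -8.890 and -12.989 for ACAD11, -8.826 and -12.882 for NCOR1, and -8.364 and -12.526 for AUP1. Of the alternatives set before the data were examined, 27 hybridizations as arrays comes closest, with z-values larger in size than the paper's by 1.43% to 1.52%, such as -16.946 for MYCBP2, 16.390 for KIF23 and -12.716 for AUP1, and a p of 2.26e-60 for KIF23. None of them gives the same z-values to 3 decimals or a p within 1.5 times. With 27 hybridizations as arrays and no filter, a setting chosen after seeing the values, all 10 z-values equal the paper's to 3 decimals. The p of KIF23 then falls within 1.5 times of the paper's, and without a filter none of its 10 listed events can drop out.

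The paper places MYCBP2 first, KIF23 next and AC024560.3 after it, and its first 10 events are those of Additional file 2. Here KIF23, AC024560.3 and MYCBP2 came at positions 1, 2 and 3, HMBOX1 at 11, ACAD11 at 15, NCOR1 at 17 and AUP1 at 28. FBXO22, SRSF3 and SUPT16H came at positions 4, 5 and 6 as in the paper. With 27 hybridizations as arrays, with or without the filter, all 10 positions are those of the paper.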

Other observations

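In this part, the test on events that were not called was chosen after its result was seen. The direction of the reference path was taken up after its counts were seen, in place of a planned comparison of path 1 with path 2.

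Against Lipofectamine in place of scramble siRNA, SRSF1 siRNA changed 1569 events, and 1003 of these also changed against scramble siRNA, all 1003 in the same direction. Independent lists would share 65.3 in the same direction and 65.8 in opposite ones. With the replicate number as a block against Lipofectamine, 1879 events passed. Of these, 1104 also passed against scramble siRNA, all 1104 in the same direction. Both comparisons share the 3 SRSF1 siRNA replicates, and part of the excess may come from them. At p under 0.001, 94.4% of 36 events of simulated unchanged groups had the same direction in both, against 99.4% of 1246 in the data. Both shares are without the block, and the simulated groups had no replicate effects. All 10 named events, which the paper ranked highest with these same SRSF1 siRNA replicates, passed in both. In KIF23 path 1 fell, and path 2 rose by 2.46 from a level under the threshold of expression with Lipofectamine (adjusted p = 2.36e-23). In SUPT16H path 1 fell by 0.80 and path 2 rose by 1.67, and in AC024560.3 path 1 fell by 1.70 and path 2 rose by 1.46. In AUP1 path 1 rose by 0.56 and path 2 fell by 0.84.

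In the events called between SRSF1 siRNA and scramble siRNA, the reference path fell in 963 of the 1225 events where it passed (78.6%, exact 95% interval 76.2% to 80.9%). A general fall of reference paths was argued against, since it fell in 46.9% of the 9872 events that were not called and where it passed. A floor under weak paths was argued against as well, since the share was 77.7% (exact 95% interval 72.5% to 82.4%) in called events with both paths above the median signal and 48.1% in such events that were not called. With 1 event per gene it was 76.0% (exact 95% interval 73.1% to 78.7%) against 44.8%, so several events of 1 gene counting the same change do not account for it. The path of the higher signal fell in 65.2% of all called events (exact 95% interval 63.2% to 67.2%), which sets different probes side by side and decides nothing, and no biological explanation was tested. The intervals in this paragraph count events as independent and do not measure variation between replicates.

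The paper counts fewer events past an adjusted p of 0.05 than at the stricter unadjusted threshold. The code printed in Additional file 2 uses the p-values as positions before it adjusts them, which drops those under 1 and returns the first p of the table once for each p equal to 1, so with a small first p the count past the threshold is the number of p-values equal to 1. With 27 hybridizations as arrays and the 25% filter, 336 events had a p exactly equal to 1 in double precision (344 with no filter), within 1.5 times of the paper's 315, while 767 lay within 1e-10 of 1. This step of the printed code may account for the paper's count, which depends on the rounding of p and on a filter that is not known here. With the p-values adjusted as they are, 2735 events passed in that fit.

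The 10 splits of the 6 replicates of SRSF1 siRNA and scramble siRNA are too few for a share under 0.05. The real split gave 2156 events, 1554 events at p under 0.001 and 6972 genes, and the highest of the other splits gave 0 events, 40 events and 0 genes. In each case 1 split was as large, the real one itself.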
